# Genome-Wide Discovery and Analysis of Phased Small Interfering RNAs in Chinese Sacred Lotus

**DOI:** 10.1371/journal.pone.0113790

**Published:** 2014-12-03

**Authors:** Yun Zheng, Shengpeng Wang, Ramanjulu Sunkar

## Abstract

Phased small interfering RNA (phasiRNA) generating loci (briefly as PHAS) in plants are a novel class of genes that are normally regulated by microRNAs (miRNAs). Similar to miRNAs, phasiRNAs encoded by PHAS play important regulatory roles by targeting protein coding transcripts in plant species. We performed a genome-wide discovery of PHAS loci in Chinese sacred lotus and identified a total of 106 PHAS loci. Of these, 47 loci generate 21 nucleotide (nt) phasiRNAs and 59 loci generate 24 nt phasiRNAs, respectively. We have also identified a new putative TAS3 and a putative TAS4 loci in the lotus genome. Our results show that some of the nucleotide-binding, leucine-rich repeat (NB-LRR) disease resistance proteins and MYB transcription factors potentially generate phasiRNAs. Furthermore, our results suggest that some large subunit (LSU) rRNAs can derive putative phasiRNAs, which is potentially resulted from crosstalk between small RNA biogenesis pathways that are employed to process rRNAs and PHAS loci, respectively. Some of the identified phasiRNAs have putative *trans*-targets with less than 4 mismatches, suggesting that the identified PHAS are involved in many different pathways. Finally, the discovery of 24 nt PHAS in lotus suggests that there are 24 nt PHAS in dicots.

## Introduction

Plant genomes encode abundant but diverse populations of small non-coding RNAs, which can be broadly divided into microRNAs (miRNAs) and endogenous small interfering RNAs (siRNAs) [1]. Endogenous siRNAs can be further grouped into several sub-classes such as tasiRNAs, natsiRNAs, heterochromatic siRNAs and phasiRNAs [1], [2]. The role of miRNAs as post-transcriptional regulators is well known [1]–[7]. Among siRNAs, tasiRNAs and natsiRNAs are known to act as guide molecules for post-transcriptional gene regulation, and heterochromatic siRNAs in transcriptional gene silencing, but the role of phasiRNAs in gene regulation is still unclear [8].

The biogenesis of miRNAs consists of several steps. In plants, the primary miRNA transcripts, normally forming hairpin structures, are transcribed by RNA polymerase II (Pol II). The hairpin-like structures are then processed by DICER-LIKE 1 (DCL1) to produce miRNA:miRNA* duplex. Mature miRNAs will be loaded into an RNA-induced silencing complex (RISC), normally with an Argonaute (AGO) protein [5], [6]. Plant miRNAs guide the RISC to their targets on the basis of perfect or nearly perfect complementarities, which normally induce cleavages of their targets at the centers of the complementarities [6].

Similar to miRNAs, *trans*-acting small interfering RNAs (tasiRNAs) are a class of siRNAs that represses their target transcripts at post-transcriptional level. The primary transcripts of tasiRNAs are used to generate double strand RNAs (dsRNAs) by RDR6 (RNA-dependent RNA polymerase 6). The dsRNAs are then cleaved by DCL4 to form phased 21 nt segments [9]–[11] or by DCL5 to form 24 nt phased segments [12], [13]. The precise phasing of tasiRNAs is guided by miRNAs [9] through either two [14] or one [12], [15]–[18] miRNA binding site. Four families of tasiRNA generating loci, named TAS1 to TAS4, have been identified in *Arabidopsis thaliana* [9], [11], [19]. Among these 4 TAS genes, TAS3 is a well conserved gene [14]. In addition to these four typical non-coding genes, accumulating evidences suggest that coding genes, especially PPR [11], [18], [20], NB-LRR disease resistance proteins [18], [21]–[25], MYB transcription factors [18], [26], [27], also generate phased siRNAs. These phased siRNAs do not necessarily function in *trans*, thus are named as phasiRNAs, and their corresponding generating loci are called as PHAS genes by Zhai *et al.*, [21]. Similar to TAS, PHAS from coding genes are also targeted by miRNAs, such as miR161 targeting PPR [11]; miR428 and miR2118 targeting NB-LRR [21], [25] and miR828 targeting MYB transcripts [18], [23], [26].

The genome of the Chinese sacred lotus (*Nelumbo nucifera Gaertn.*), with about 929 Mbp, was recently sequenced [28]. To identify PHAS in this newly sequenced species, we used two small RNA libraries of the leaves and flowers. The phased siRNAs were checked in the genome of the Chinese sacred lotus using a computational approach modified from previous methods in [11], [18], [20], [21]. The potential targets of phasiRNAs from the identified PHAS genes in Chinese sacred lotus were predicted using the HitSensor algorithm [29].

## Materials and Methods

### Data sets

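The deposited counts of the flower library summed to 29067085 reads of 4970971 distinct sequences, and those of the leaf library to 18505940 reads of 3349548 distinct sequences (1 library per tissue, no replicates). Both libraries together held 47573025 reads and 7348852 distinct sequences, of which 971667 occurred in both. All sequences were 18 to 29 nt long. A single read equalled 0.344 reads per ten-million total reads (RPTM) in flower and 0.540 RPTM in leaf, and 3 reads, taken as the smallest abundance the depth can show, equalled 1.03 RPTM in flower and 1.62 RPTM in leaf. Sequences of 21 nt made up 15.19% of the flower reads (95% Wilson confidence interval 15.18 to 15.21) and 15.87% of the leaf reads (15.85 to 15.88). Of these 21 nt reads, 17.33% in flower and 17.14% in leaf ended in CTACAGTCCGACGATCGT, which may be adapter sequence. Sequences of 24 nt made up 16.85% of the flower reads (16.83 to 16.86) and 16.55% of the leaf reads (16.53 to 16.57). Counting unique sequences in place of reads moved these shares most, to 38.31% of 24 nt in flower and 37.24% in leaf, with 10.15% and 10.76% of 21 nt.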

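The most abundant sequence in flower was GTTCTACAGTCCGACGATCGT with 750780 reads (2.58% of the library; 488183 reads in leaf), and the most abundant in leaf was TACCTGGTTGATCCTGCCAGTAG with 567493 reads (3.07%; 666955 reads in flower). Each of these was among the 3 most abundant sequences of the other library. The next in flower were AGTTCTACAGTCCGACGATCGT (610888 reads), TTCTACAGTCCGACGATCGT (466513 reads), GCGTTTGTAGTCCAACGGT (462991 reads) and TCTACAGTCCGACGATCGT (382020 reads). They were followed by AAAAACGACTCTCGGCAACGGA (295899 reads), CTACAGTCCGACGATCGT (293193 reads), GGGATTGTAGTTCAATTGGTCAGAGCA (222622 reads) and GTCGTTGTAGTATAGTGGTGA (213312 reads). The 10 most abundant sequences of leaf were the same except that TTGACAGAAGATAGAGAGCAC, with 188747 reads in leaf and 197443 in flower, took the place of GTCGTTGTAGTATAGTGGTGA. The sequences named here that end in CTACAGTCCGACGATCGT may be ends of the 5′ sequencing adapter and not small RNAs of lotus. Reads with this end made up 9.33% of the flower and 10.57% of the leaf library.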

Two small RNA libraries of leaves and flowers of sacred lotus were sequenced using Illumina GAII analyzer, generating 18,505,940 and 29,067,085 reads (a total of 47,573,025 reads) respectively [30]. These two small RNA profiles had been deposited into the NCBI GEO database under the series accession number GSE62217. The genome and cDNA sequences of Chinese sacred lotus (*Nelumbo nucifera Gaertn.*) were downloaded from NCBI GenBank [28]. The sequences of TAS3, TAS4 loci and their derived tasiRNAs were downloaded from the tasiRNAdb [31].

### Computational steps

The unique sequences in the small RNA libraries were mapped to the genome and cDNA sequences of Chinese sacred lotus with SOAP2 [32]. A self-written program was used to scan the genome and cDNA sequences using a window of 210 nt or 240 nt (ten 21 nt or 24 nt) respectively. A two-nucleotide positive offset was used to calculate the positions of siRNAs on the anti-sense strand because the existence of two-nucleotide over-hang at the 3′-end of siRNA duplex [11], [18], [20], [21]. Then a *P*-value was calculated for each of the windows using a modified version of methods in [20],
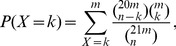
(1)where 

 was the number of unique 21 nt (or 24 nt) sRNAs mapped within a window, 

 was the number of phased unique 21 nt (or 24 nt) sRNAs within the window, and 

 was the number of phases. Similar to previous work [33], 

 was set to 10 in this study.

And a phase score was calculated for each position of the genome and cDNA sequences using the method in [34]. For a window started at a position with more than three phased unique sRNAs, i.e., when 

,
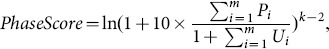
(2)where 

 was the number of phased reads at the *i*th phase from the position, 

 was the number of non-phased reads at the *i*th phase from the position, and 

 was the number of phases in the window, and 

 was the number of unique phased siRNAs in the window. 

 was 10 in this study.

The window with a *P*-value less than 0.05 was extended 100 base pairs at both 5′- and 3′-ends, then the overlapped windows were merged. The *P*-values of the merged windows were used to calculate the false positive rates using the method in [35]. The merged windows with a maximal phase scores of larger than pre-determined threshold and multiple test corrected *P*-values of smaller than 0.05 were reported as PHAS loci. The predicted PHAS were named with its chromosome (or scaffold) and a unique serial number for each chromosome. The neighboring PHAS loci were predicted as PHAS clusters if the distances between individual PHAS loci were smaller than 2,000 base pairs. The phased siRNAs of the predicted PHAS loci were reported as phasiRNAs. The phasiRNAs of a PHAS loci were named by adding siR and a serial number to the name of the PHAS loci.

The miRNA binding sites on PHAS and the targets of predicted phasiRNAs were predicted with the HitSensor algorithm [29]. For 21 nt/22 nt miRNAs and phasiRNAs, targets with less than 4 mismatches were kept for analysis. For 24 nt miRNAs and phasiRNAs, targets with less than 6 mismatches were maintained for analysis.

We combined the annotation of genes of Chinese sacred lotus in [28] with alignment results of predicted PHAS sequences to the NCBI Nucleotide Collection (nr/nt) database and the TIGR Repeat database [36].

The phylogenetic trees of the predicted TAS3, TAS4 loci and their derived tasiRNAs were constructed with the Bootstrap Neighboring-Joining algorithm implemented in ClustalX (version 2.1) [37] and visualized with TreeView [38].

## Results and Discussion

### 21 nt PHAS loci in Chinese sacred locus

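Small RNAs of 1 flower and 1 leaf library were sequenced, and the authors deposited for each library the distinct sequences with their read counts (no replicates). The sequences are 18 to 29 nt long, and how the reads were trimmed and filtered by length is not recorded with them. The genome and cDNA sequences were not in the files analysed here, so the PHAS loci were examined on the locus sequences of Table S1, of which the first 399 nt are given for each locus. This is a median of 61.2% of the length of the 21 nt loci and 58.0% of that of the 24 nt loci. Of the phasiRNAs of Table S2, 133 of 224 of 21 nt and 25 of 66 of 24 nt lie within the sequence given, so a phase score here is that of the sequence given and not of the whole locus. Sequences of 21 nt or 24 nt with at least 3 reads over both libraries were placed on both strands by perfect match, and positions on the minus strand were moved by 2 nt as in the paper's methods. Each window of 10 phases that lay within the 399 nt was scored, which allowed window starts from 1 to 190 for 21 nt and from 1 to 160 for 24 nt. The P-values of Table S1 follow from its own counts of unique and phased siRNAs as a hypergeometric tail over both strands, with 420 positions and 20 in phase for 21 nt loci. This form gave the P-value of Table S1 for 45 of 45 loci of 21 nt and 57 of 57 of 24 nt, and was used here together with the phase score of Equation 2. Equation 1 over a single strand, with 210 positions and 10 in phase, gave the P-value of Table S1 for 0 of the 45 loci.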

We predicted PHAS loci by using the alignments of small RNA sequencing libraries to the genome and cDNA database respectively. The predicted PHAS loci were combined and merged if necessary. As listed in Table 1, we totally identified 16 and 7 loci corresponding to 21 nt and 24 nt PHAS loci, respectively, when using a phase score threshold of 10 (

, as shown in Figure S1a). 

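Of the 45 loci of 21 nt in Table S1 as given, 16 are listed there with a phase score of at least 10. Scored again on the 399 nt of each locus, 15 of the 45 loci had a lowest P-value under 0.05 and a highest phase score of at least 10 (both libraries together, no replicates). The 15 are not a subset of the 16. They include PHAS_sf_1079_1, PHAS_sf_2236_1, PHAS_sf_87_2 and PHAS_sf_9_1, listed in Table S1 with scores of 7.19, 6.11, 7.1 and 6.77. Of the 16, scaffold_106_1, scaffold_149_1, scaffold_326_1, scaffold_87_1 and sf_88_1 are not among them. The 15 include scaffold_131_1, where the sequence given overlaps the region of Table 1 by 16 nt. The score alone reached 10 at 17 loci, and the P-value was under 0.05 at 32. The highest scores were 33.5 at scaffold_326_3, 20.2 at scaffold_65_1, 18.3 at scaffold_107_1 and 17.0 at scaffold_326_1. The lowest P-value of scaffold_326_1 was 0.101 (hypergeometric tail), so it is not among the 15. At scaffold_326_3, 14 of the 254 occupied positions of the best window were in phase and held 61999 of its reads, against 40336 reads out of phase. Keeping sequences with a single read raised the number of loci most in absolute terms, to 26, and asking for at least 10 reads lowered it to 5.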

After relaxing the phase score threshold to 5 (

, see Figure S1a), we identified 31 additional 21 nt PHAS loci (in Table S1), three of which are shown in Table 1.

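Scored on the 399 nt given for each locus, 25 of the 45 loci of 21 nt reached a phase score of at least 5 with a P-value under 0.05, and 38 reached the score alone. By category, these were 8 of 22 rRNA or repeat loci, 7 of 9 loci on protein coding genes, 4 of 4 TAS3 and TAS4 loci, 0 of 2 pre-miR159 loci and 6 of 8 loci without annotation. The positions of the siRNAs on each strand were then redrawn at random within the span they cover, keeping their reads. The observed phase score was beyond the redraws at 6 of the 45 loci after Benjamini-Hochberg adjustment (position permutation test, adjusted p under 0.05) and at 12 before adjustment. The 12, and the 25 at a score of 5, include scaffold_131_1, where the sequence given overlaps the region of Table 1 by 16 nt. The 6 loci were scaffold_8_1, scaffold_90_1, scaffold_170_1, scaffold_65_1, PHAS_sf_5_1 and PHAS_sf_87_2. With the number of phased unique siRNAs as the statistic in place of the phase score, 3 loci remained. With at least 10 reads per sequence the number was again 6, but scaffold_8_1, PHAS_sf_5_1 and PHAS_sf_87_2 scored 0. In their place were scaffold_107_1, PHAS_sf_173_1 and scaffold_8_2. Without the most abundant sequence the loci were scaffold_170_1, scaffold_8_1, scaffold_8_2 and scaffold_90_1. Only scaffold_90_1 was beyond the redraws in every setting. The count at the score of 5 moved most, to 41 loci, with windows that run past the end of the sequence given and a phase score from 3 phased unique siRNAs, a setting chosen after seeing the values. There the P-value was under 0.05 at all 45 loci, so the 41 rest on the score alone.

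**Figure D1:**
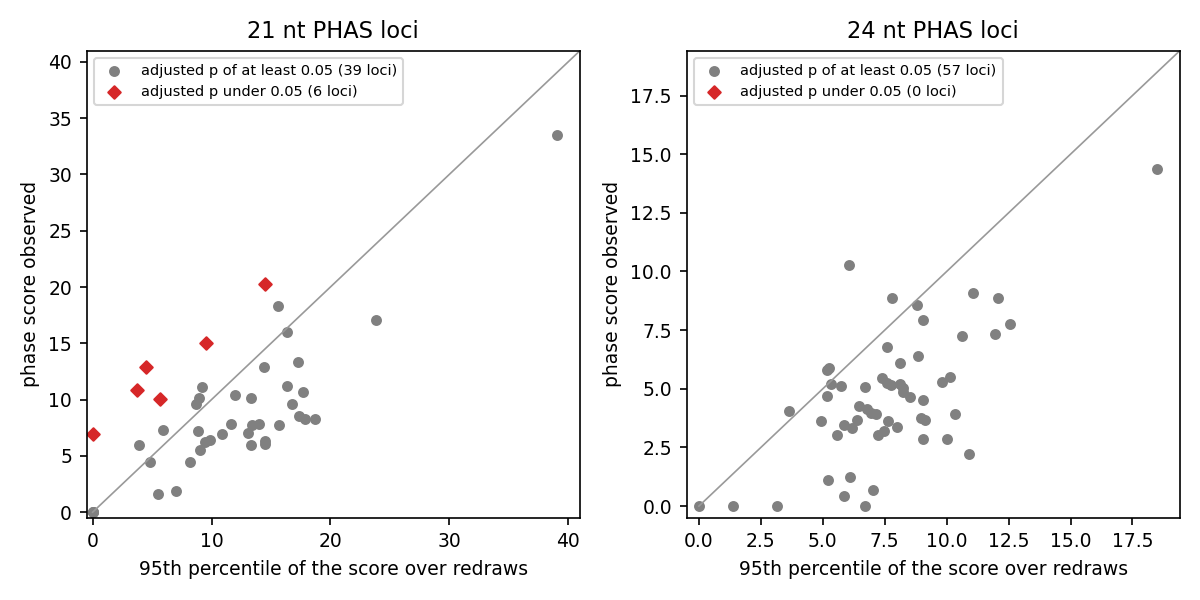
Phase score observed at each locus of Table S1 (vertical axis) against the 95th percentile of its score over random redraws of the siRNA positions (horizontal axis), for 45 loci of 21 nt (left) and 57 loci of 24 nt (right). Red diamonds mark the 6 loci of 21 nt with an adjusted p under 0.05, which lie above the line of equality, and no locus of 24 nt is marked.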

**Table 1:** Some identified PHAS loci of Chinese sacred lotus.

PHAS_ID	Start	End	TR	PR	*P*-value	FDR	P.S.	Locus Annotation	Ref.
*21 nt*									
scaffold_106_1	375,169	376,010	94	9			15.6	putative TAS3a	[9], [11], [30]
scaffold_107_1	1,397,214	1,397,907	87	11			18.1	unknown	
scaffold_10_1	1,954,273	1,954,966	88	9			12.2	putative TAS3c	[9], [11], [30]
scaffold_131_1	70,673	71,429	97	11			26.1	Putative disease resistance protein RGA3	[21]
scaffold_149_1	773,189	773,819	156	12			10.4	LSU-rRNA	
scaffold_170_1	166,669	167,980	61	10			29.2	unknown	
scaffold_326_1	253,709	254,360	170	13			12.9	LSU-rRNA	
scaffold_326_2	254,166	254,838	58	6			11.5	LSU-rRNA	
scaffold_326_3	324,761	325,370	162	12			21.2	LSU-rRNA	
sf_39_1	2,038,471	2,039,238	143	12			15.9	putative TAS4	[19]
scaffold_65_1	675,292	676,027	73	10			27.0	putative TAS3b	[9], [11], [30]
scaffold_87_1	119,206	120,004	33	5			13.5	putative NB-LRR disease resistance protein	[21]
sf_88_1	539,406	540,015	101	9			13.0	LSU-rRNA	
scaffold_8_1	9,281,139	9,281,769	12	6			10.8	Putative disease resistance protein RPP13	[21]
scaffold_8_2	9,353,049	9,353,721	90	12			13.6	Protein of unknown function	
scaffold_90_1	1,885,970	1,886,621	25	7			10.8	putative Transcription factor MYB90	[26]
PHAS_sf_173_1	496,493	497,186	45	7			7.0	putative MYB transcription factor	[26]
PHAS_sf_21_1	1,961,563	1,962,329	81	8			7.8	putative WER, MYB transcription factor	[26]
PHAS_sf_122_1	581,162	581,771	4	4			5.6	putative NB-LRR disease resistance protein	[21]
*24 nt*									
scaffold_24_1	6,030,639	6,031,302	82	7			10.0	intergenic region	
scaffold_252_1	376,585	377,296	49	5			12.8	intergenic region	
scaffold_287_1	359,861	360,500	20	5			11.2	unknown gene	
scaffold_39_1	2,038,529	2,039,168	81	7			10.2	overlapped with sf_39_1	
scaffold_42_1	2,581,628	2,582,459	29	4			12.7	expressed sequence match	
scaffold_5_1	3,813,044	3,813,827	7	4			10.1	intron of a protein of unknown function	
scaffold_88_1	1,770,018	1,770,657	96	8			15.1	unknown gene	

The Start and End column list the start and end positions of the predicted PHAS loci in the scaffold. The TR and PR column list the total number of unique siRNAs and the number of phased unique siRNAs, respectively. The *P*-value and FDR column list the *P*-values evaluated with Equation 1 and the false discovery ratio using method in [35]. The P.S. column lists the phase scores calculated using Equation 2. The Ref. column lists related literature of the predicted PHAS loci.

In addition to the annotation from [28], we aligned the predicted PHAS to the NCBI Nucleotide Collection (nr/nt) database and the TIGR Plant Repeat database to refine putative annotation of the predicted PHAS loci (details are given in Table S1). Furthermore, as miRNAs are critical in generation of phasiRNAs, we predicted miRNA complementary sites on these PHAS loci on both strands. Based on the miRNA complementary sites, three loci are classified as TAS3 and one locus is classified as TAS4, which will be discussed below. 

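In Table S1 as given, 22 of the 45 loci of 21 nt (48.9%) were annotated as rRNA or repeats. These loci held 2901767 reads of 18 to 29 nt in both libraries, of which 20.22% were 21 nt (95% Wilson confidence interval 20.17 to 20.27) and 13.47% were 24 nt (13.43 to 13.51). The median share of reads on the more abundant strand was 97.4% over the loci, from 70.95% at PHAS_sf_61_1 to 99.40% at PHAS_sf_1079_2, and it was above 90% at 19 of the 22 loci. The 21 nt class was the largest size class at 17 loci and the 24 nt class at 4. Counted as unique sequences, the share of 21 nt was 12.46% and the median share of the main strand 76.3%. At none of the 22 loci was the phase score of the 399 nt given beyond redrawn positions (position permutation test, median p = 0.615).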

As shown in Figure 1a, the largest category, 50%, of 21 nt PHAS loci are rRNA or repeats. There are eight (17%) 21 nt PHAS overlapped to protein coding genes. 

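Of the loci of 21 nt in Table S1 as given, 9 of 45 (20%) were assigned to protein coding genes by their annotation. The 399 nt given for each held 17882 reads, of which 57.25% were 21 nt (95% Wilson confidence interval 56.53 to 57.98), 26.87% were 22 nt and 9.93% were 24 nt. The share of reads on the more abundant strand had a median of 68.2% and ran from 60.30% at scaffold_8_1 to 89.39% at scaffold_131_1. The share was 55.56% without the most abundant sequence of each locus. With unique sequences in place of reads the share was 40.57%, the larger of the changes tried. The phase score exceeded redrawn positions at 6 of the 9 loci before adjustment and at 2 after it (position permutation test, median p = 0.018). The 6 include scaffold_131_1, where the sequence given overlaps the region of Table 1 by 16 nt.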

Four (9%) 21 nt PHAS loci are TAS3 and TAS4 loci, and two (4%) 21 nt PHAS are pre-miRNA159 loci.

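The TAS3 and TAS4 loci were 4 of the 45 (8.9%) and the pre-miR159 loci 2 of the 45 (4.4%). On the TAS3 and TAS4 loci, 59.23% of 94857 reads were 21 nt (95% Wilson confidence interval 58.92 to 59.54), 14.24% were 22 nt and 19.80% were 24 nt. The share of the main strand ran from 56.59% at sf_39_1 to 95.18% at scaffold_10_1. On the pre-miR159 loci, 91.03% of 24316 reads were 21 nt (90.66 to 91.38). The most abundant sequence alone had 10493 reads in flower and 6811 in leaf, which was 78.7% of the 21 nt reads at PHAS_sf_186_1 and 78.3% at PHAS_sf_45_1. All 21 nt reads of PHAS_sf_186_1 and 99.99% of those of PHAS_sf_45_1 came from the plus strand, and no window of either locus held 4 phased unique siRNAs with at least 3 reads, so the phase score was 0. Counted as unique sequences, 30.38% of those on the TAS3 and TAS4 loci and 25% of those on the pre-miR159 loci were 21 nt.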

**Figure 1:**
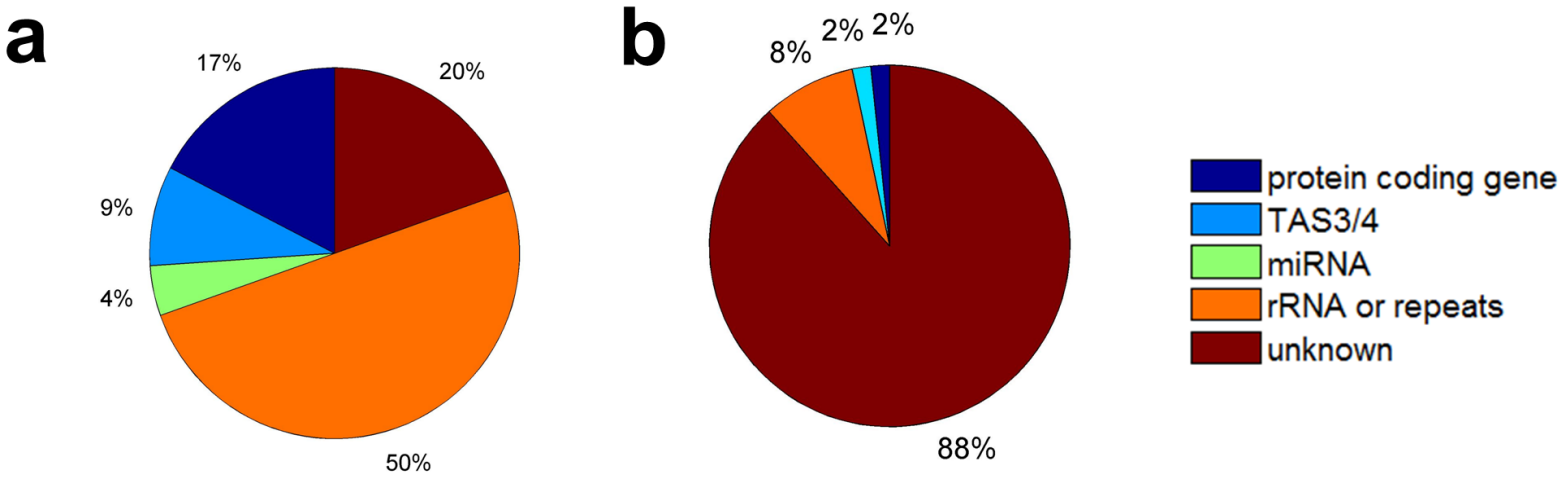
The category of predicted PHAS loci. (a) The category of 21 nt PHAS loci. (b) The category of 24 nt PHAS loci.

Previous studies found that miR1507, miR1509 and miR2118 families trigger several PHAS loci, especially the NB-LRR disease resistance genes that possess one complementary site to miR2118a, a 22 nt miRNA [21]. 

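The miR2118a sequence of Figure 2 had 2924 reads in flower and 1833 in leaf (1006 and 990 RPTM, no replicates). The abundances did not differ beyond sampling noise (Fisher's exact test, p = 0.613). The lowest number of mismatches to miR2118a, with a G:U pair counted as 0.5, was searched on both strands of the 399 nt given for each locus. On scaffold_170_1 a site with 2.5 mismatches lay from 166939 to 166960, and on PHAS_sf_122_1 a site with 3.5 mismatches lay from 581285 to 581306. On scaffold_87_1 the best site had 9 mismatches, so a site there, if present, lies outside the sequence given. Reads of 21 nt numbered 1727 in flower and 1241 in leaf on scaffold_170_1, 569 and 361 on scaffold_87_1, and 29 and 18 on PHAS_sf_122_1. At scaffold_170_1, 4.55% of the 2968 reads of 21 nt were in the register set by cleavage at the miR2118a site (95% Wilson confidence interval 3.86 to 5.36), while 41.11% were in the neighbouring register at an offset of 1 nt. At PHAS_sf_122_1, 0 of 47 reads were in the cleavage register (0 to 7.56%) and 55.32% were 1 nt away. The phase score was 15.0 at scaffold_170_1 (position permutation p = 0.003, adjusted p = 0.027), 1.85 at scaffold_87_1 (permutation p = 0.841) and 0 at PHAS_sf_122_1, where only 4 sequences had at least 3 reads. Of the reads of the phasiRNAs of Table S2, 26.1% at scaffold_170_1 and 22.8% at scaffold_87_1 belong to phasiRNAs within the sequence given, so most of the phasiRNA reads of both loci lie outside the part scored. With sequences of a single read kept, the phase score of scaffold_170_1 was 23.2. The paper proposes from such sites and the phased siRNAs that these loci belong to the NB-LRR family.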

Our analysis also predicted miR2118 complementary sites on three predicted PHAS loci, scaffold_87_1 (Figure 2a), PHAS_sf_122_1, and scaffold_170_1 (Figure 2b), from which phased siRNAs are originated, suggesting these loci are NB-LRR family members. Furthermore, after aligning their sequences to the NCBI nr/nt database, PHAS_sf_122_1 and scaffold_87_1 are putative disease resistance proteins (with E-values of 

 and 0.002, respectively, see Table S1). Another locus, scaffold_8_1 overlapping with a putative disease resistance RPP13-like protein 1 (NNU_004711-RA) also has a miR2118 site in the upstream region (Figure 2c). 

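Scaffold_8_1 lies from 9281139 to 9281769 in Table S1. It had 94 reads of 21 nt in flower and 92 in leaf on 73 distinct sequences, of which 21 had at least 3 reads (no replicates). In its best window 6 of 14 occupied positions were in phase (exact hypergeometric P = 1.25e-05), with 47 reads in phase and 32 out of phase, and the phase score was 10.9. Redrawn positions gave a 95th percentile of 3.71 (position permutation p = 0.001, the smallest that the redraws allow; adjusted p = 0.015). With at least 10 reads per sequence the score was 0. Without the most abundant sequence it was 5.73 (position permutation p = 0.004, adjusted p = 0.045). Within the 399 nt given, the best miR2118a site had 8 mismatches. The site of Figure 2c, which the paper places upstream of the locus, is outside that sequence.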

However, there is no miR2118 site around scaffold_131_1, which overlaps with a putative disease resistance protein RGA3 (see Table 1).

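In Table 1 scaffold_131_1 lies from 70673 to 71429. The 399 nt given for it in Table S1, from 70290 to 70688, overlap that region by 16 nt and contain 0 of its 18 phasiRNAs. The phasing of that region was therefore not tested here. The sequence given still enters the counts of loci, with a phase score of 10.1 (position permutation p = 0.022, adjusted p = 0.09). The 18 phasiRNAs had 1747 reads in flower and 1287 in leaf (no replicates). On the 399 nt given, the best match to miR2118a had 10 mismatches on either strand. The paper reports from its own search that no miR2118 site lies around this locus.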

**Figure 2:**
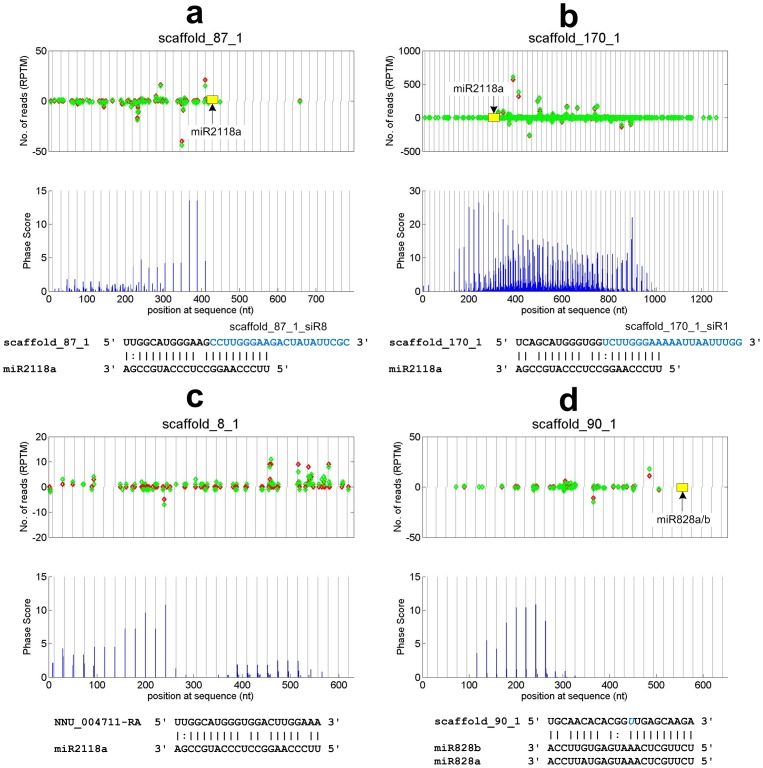
The read distributions and phase scores of some predicted PHAS loci from NB-LRR disease resistance proteins and a MYB transcription factor. The red and green diamonds represent the number of 21 nt reads, vertical axis, that appeared at the position of the PHAS loci, horizontal axis, in the flower and leaf small RNA libraries, respectively. The vertical gray lines with distances of 21 nt are the phased positions from the position with highest phase scores of the PHAS loci. The yellow boxes in the read distribution panel represent the miRNA complementary sites. Sites pointed by miRNAs from above and under zero read line means miRNAs complement to the plus and minus strand of the predicted PHAS loci, respectively. The predicted miR2118a complementary sites are shown below the phase score panel. (a) to (c) Three potential PHAS loci, scaffold_87_1, scaffold_170_1 and scaffold_8_1, from NB-LRR disease resistance proteins. The blue sequences in the complementary sites of (a) and (b) are one of the phasiRNAs from the PHAS loci. The miR2118a site in Part c is at 176 nt 5′ side (upstream) of the PHAS locus scaffold_8_1. (d) scaffold_90_1, from an MYB90 transcription factor locus.

miR828 targeted MYB genes can generate phasiRNAs in apple [26]. 

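The miR828a sequence had 35 reads in flower and 18 in leaf (12.0 and 9.73 RPTM, no replicates; Fisher's exact test, p = 0.485), and miR828b had 1 read in flower and 0 in leaf, below the 3 reads taken as the floor. On PHAS_sf_173_1 a site with 0 mismatches to miR828b lay from 496637 to 496658, where miR828a had 1 mismatch. On the 399 nt given for the other loci, the best match to miR828a had 8 mismatches at scaffold_90_1 and 8.5 at PHAS_sf_21_1. PHAS_sf_173_1 had 398 reads of 21 nt in flower and 272 in leaf, PHAS_sf_21_1 had 1447 and 983, and scaffold_90_1 had 271 and 186. At scaffold_90_1, 7 of 30 occupied positions of the best window were in phase, the phase score was 12.9, and redrawn positions gave a 95th percentile of 4.504 (position permutation p = 0.001, adjusted p = 0.015). The phase score was 7.30 at PHAS_sf_173_1 (position permutation p = 0.018, adjusted p = 0.081) and 7.22 at PHAS_sf_21_1 (permutation p = 0.176, adjusted p = 0.466). With at least 10 reads per sequence, PHAS_sf_173_1 was beyond the redraws as well (position permutation p = 0.005, adjusted p = 0.045). It was not beyond them without its most abundant sequence (position permutation p = 0.026, adjusted p = 0.195). Nor was it with the number of phased unique siRNAs as the statistic (position permutation p = 0.074, adjusted p = 0.264). Over all 45 loci of 21 nt, the number beyond redrawn positions was lowest, at 3 against 6, with the number of phased unique siRNAs as the statistic. The paper reports miR828 sites on all 3 loci. It names MYB genes that overlap scaffold_90_1 and PHAS_sf_21_1, and from a sequence alignment it calls PHAS_sf_173_1 a potential MYB gene.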

Three PHAS loci scaffold_90_1, PHAS_sf_173_1 and PHAS_sf_21_1 possess complementary sites to miR828 in sacred lotus (see Figure 2d, Figure S2a and Figure S2b). scaffold_90_1 and PHAS_sf_21_1 overlap with two MYB transcription factors (NNU_018790 and NNU_008785 respectively). PHAS_sf_173_1, shown in Figure S2a and S2c, is a potential MYB transcription factor after aligning its sequence to the NCBI nr/nt database (with an E-value of 

, see Table S1).

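The 45 loci of 21 nt given in Table S1 include 8 loci in 4 clusters. PHAS_sf_1876_1 and PHAS_sf_1876_2 had 21412 and 41042 reads of 21 nt in flower and 14886 and 28930 in leaf (no replicates). PHAS_sf_326_3 and PHAS_sf_326_4 had 21878 and 9376 reads in flower and 15032 and 6379 in leaf. For scaffold_326_1 and scaffold_326_2 the numbers were 48369 and 48468 in flower and 32583 and 34113 in leaf. Only the cluster of scaffold_8_2 and PHAS_sf_8_3 lay outside rRNA or repeats. It had 1494 and 1261 reads in flower and 973 and 797 in leaf.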

As listed in Table S1, the 21 nt PHAS loci also form three additional PHAS clusters in addition to scaffold_326_1/2 in Table 1 and Figure 5a to b.

We do not find TAS1 and TAS2 loci in Chinese sacred locus, probably because these two TAS families are less conserved than TAS3 [8].

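Of the 45 loci of 21 nt given in Table S1, 8 (17.8%) had no annotation as a gene, rRNA or repeat. They held 34352 reads, of which 55.92% were 21 nt (95% Wilson confidence interval 55.40 to 56.45) and 11.30% were 24 nt. The share of the main strand had a median of 68.3% and ran from 51.07% at scaffold_107_1 to 99.03% at PHAS_sf_56_1. The phase score was at least 10 with a P-value under 0.05 at 3 of the 8 loci and at least 5 at 6. It exceeded redrawn positions at 5 loci before adjustment and at 3 after it (position permutation test, median p = 0.027). At scaffold_107_1, with 4884 reads of 21 nt in flower and 3030 in leaf, the score was 18.3 (position permutation p = 0.016, adjusted p = 0.08). Its permutation p was 0.006 with at least 10 reads per sequence (adjusted p = 0.045) and 0.587 without its most abundant sequence. Counted as unique sequences, 39.14% of the sequences on these loci were 21 nt.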

A substantial number of predicted 21 nt PHAS loci, 20%, are located in regions of unknown genes or intergenic regions, as shown in Figure 1a. They also did not matched to known genes in NCBI nr/nt database and known repeat elements in TIGR Repeat database. Further research is needed to clarify whether these are also PHAS loci or not in sacred lotus.

### Discovery of yet another TAS3 locus in Chinese sacred locus

Among the sixteen 21 nt PHAS loci, three are TAS3 loci, as shown in Figure 3a. 

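The 3 TAS3 loci were scaffold_106_1 (TAS3a), scaffold_65_1 (TAS3b) and scaffold_10_1 (TAS3c). Reads of 21 nt numbered 2037 in flower and 1359 in leaf at TAS3a, 3269 and 2171 at TAS3b, and 11401 and 6612 at TAS3c (no replicates). The 21 nt class made up 60.86% of all reads at TAS3a (95% Wilson confidence interval 59.57 to 62.13), 82.06% at TAS3b (81.12 to 82.97) and 69.58% at TAS3c (69.02 to 70.14). Phase scores of the 399 nt given were 6.38, 20.2 and 16.0. The phasiRNAs within that sequence hold 0.443% of the phasiRNA reads of TAS3a, 95.8% of those of TAS3b and 99.8% of those of TAS3c, so at TAS3a the score and its test leave out nearly all phasiRNA reads. Against redrawn positions, the permutation p was 0.435 at TAS3a, 0.004 at TAS3b (adjusted p = 0.03) and 0.058 at TAS3c. The scores were 6.15, 8.39 and 5.05 without the most abundant sequence of each locus (position permutation p = 0.425, 0.143 and 0.845). With at least 10 reads per sequence the permutation p was 0.381, 0.006 and 0.233. The best miR390 sites had 3 mismatches at TAS3a, from 375412 to 375432, and 2.5 mismatches at TAS3c, both within the 399 nt given, from 1954520 to 1954540. At TAS3b the best match had 5 mismatches. The miR390 sequence had 850 reads in flower and 532 in leaf (292.4 and 287.5 RPTM; Fisher's exact test, p = 0.783).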

Two of them were identified in our previous study [30]. The typical 5′ and 3′ miR390 complementary sites around the phased siRNA regions of these TAS3 loci are given in Figure 3b and c, respectively. 

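At TAS3c the registers of positions 10 and 12 of the 3′ miR390 site were taken from the starts of TAS3c_D6(+) and TAS3c_D6-2(+). The 3′ site itself was not located here. In the register of position 10 were 380 of the 18013 reads of 21 nt (2.11%, 95% Wilson confidence interval 1.91 to 2.33), on both strands and in both libraries. In the register of position 12 there were 8836 reads (49.05%; 48.32 to 49.78), the largest of the 21 registers. In flower the shares were 2.04% and 50.38%, and in leaf 2.22% and 46.76% (no replicates). Among unique sequences, 10 of 181 (5.52%; 3.03 to 9.87) were in the register of position 10 and 11 of 181 (6.08%; 3.43 to 10.55) in that of position 12. For position 10 this was the largest change. For position 12 it came without the most abundant sequence of the locus, a setting chosen after seeing the values, when 4.04% of the remaining 9395 reads were in the register of position 10 and 2.32% in that of position 12. The paper reasons from these 2 phase starts and from the single conserved tasiARF that TAS3c differs from the other TAS3 loci.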

TAS3c is unique since (i) its phase starts from two positions (position 10 and 12) of the 3′ miR390 complementary site; (ii) TAS3 only encode one conserved tasiARF (tasiRNAs that target ARF family members [14]), as shown in Figure 3a. The conserved tasiRNA originated from position 12 has a two nucleotide shift, named as TAS3c_D6-2(+) (in Figure 3d). 

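TAS3c_D6-2(+) begins at 1954598 and TAS3c_D6(+) begins at 1954600. The sequence TTTTCTTGACCTTGCAAGCCC had 3 reads in flower and 1 in leaf, and TTCTTGACCTTGCAAGCCCGA of TAS3c_D6(+) had 3 reads in each library (no replicates). These abundances are at or below the floor of 3 reads, and a difference between them was not detectable at this depth. The tasiARFs of the other loci had more reads. TAS3a_D7(+) had 23 reads in flower and 20 in leaf, and TAS3b_D7(+) had 25 and 30 (Fisher's exact test between tissues, p = 0.3485 and 0.0189). The D8(+) sequence, which TAS3a and TAS3b share, had 32 and 26 reads (Fisher's exact test, p = 0.350).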

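The most abundant 21 nt sequence of TAS3c was UGAAGAAAACGAGAAGACGGA on the minus strand from 1954554 to 1954574, with 5603 reads in flower and 3015 in leaf (no replicates). Its offset from the register of position 12 was 0 nt and from that of position 10 was 19 nt. The next was AGAAAACGAGAAGACGGACGA with 1743 reads in flower and 1038 in leaf, at an offset of 18 nt from the register of position 12 and 16 nt from that of position 10. The 3 sequences after it had 760, 719 and 704 reads in flower and 491, 468 and 448 in leaf, and none of them was in either register. With the most abundant sequence left out, which was tried after seeing the values, the share of the register of position 12 fell from 49.05% to 2.32%.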

The most abundant siRNA from the whole TAS3 gene is also in phase with position 12, as shown in Figure 3e. The targets of the conserved tasiRNAs include 8 ARF family members. One of these ARF genes is targeted by TAS3c siRNAs with much better complementarities, especially by TAS3c_D6-2(+) (as shown in Figure 3g). These results suggest that the two nucleotide shift in the phase of TAS3 may be beneficial to its targeting to the additional ARF member (NNU_003220-RA). TAS3c may be a shorter variant of TAS3 which only encodes one tasiRNA and both the 5′ and 3′ miR390 sites of this variant are cleavable as mentioned in [8], [26]. As shown in Figure 3b, the 5′ miR390 site on TAS3c has more matched nucleotides at positions 10, 11 and 19 than TAS3a and TAS3b, suggesting this site is cleavable.

**Figure 3:**
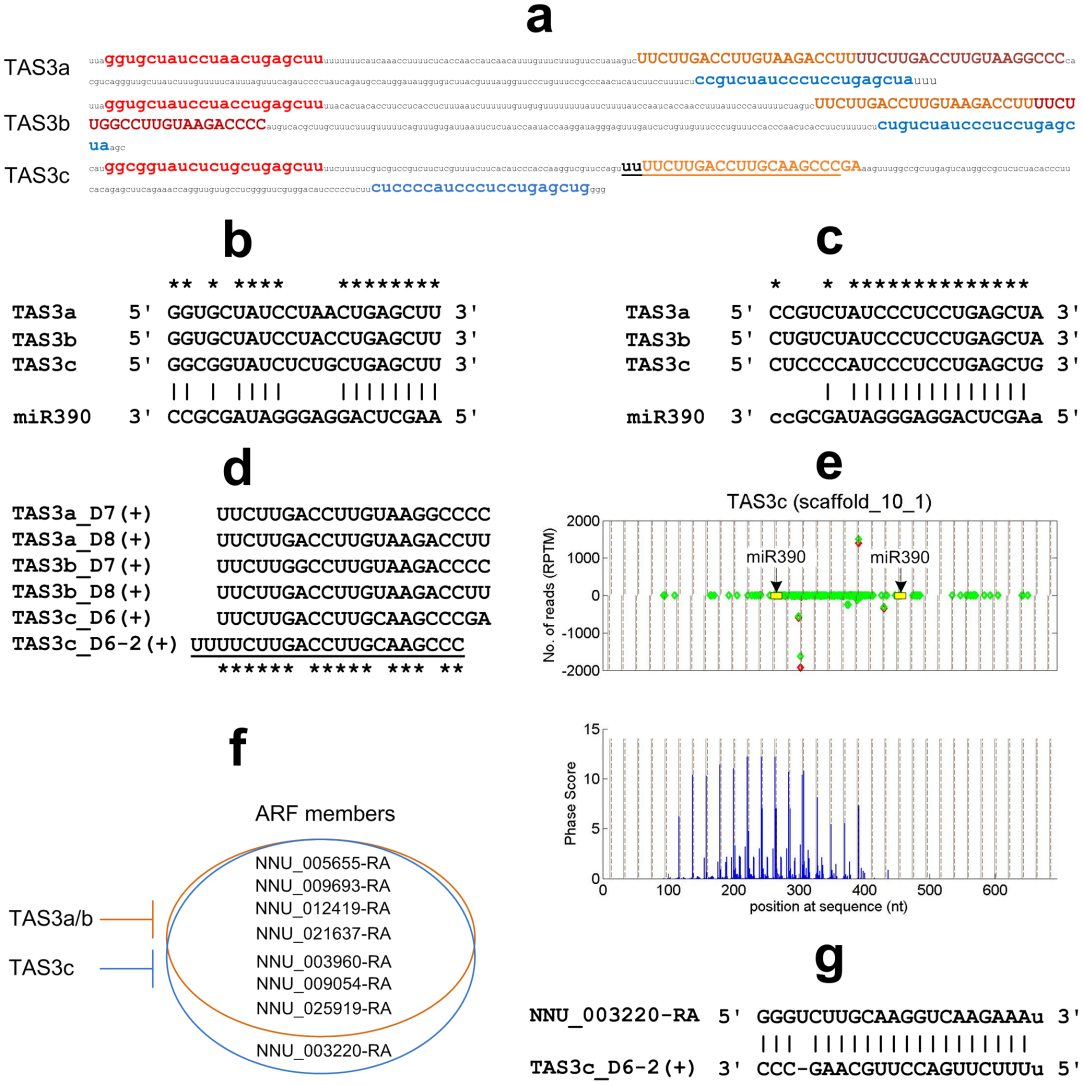
Putative TAS3c locus and the predicted targets of tasiRNAs in Chinese sacred lotus. (a) The sequences of the three putative TAS3 loci in Chinese sacred lotus. The red and blue regions are 5′ and 3′ miR390 complementary sites, respectively. The regions of upper case nucleotides are mature tasiRNAs that target ARF family members, or tasiARFs. The underlined region of TAS3c are a phased siRNA TAS3_D6-2(+) with position 12. (b) The 5′ miR390 binding sites on TAS3 transcripts. Only the commonly aligned nucleotides are aligned to miR390. (c) The 3′ miR390 binding sites on TAS3 transcripts. (d) The mature tasiRNAs that target ARF family members derived from TAS3a/b/c loci. (e) The reads distribution and phase score of TAS3c. Legend are the same as those in Figure 2. The vertical dashed lines with distances of 21 nt are phase positions that start from position 10 of the 3′ miR390 site. (f) The predicted targets of tasiRNAs. The yellow and blue circle includes 7 and 8 ARF family members that are targeted by TAS3a/b and TAC3c derived tasiRNAs, respectively. (g) The complementary site of TAS3_D6-2(+) and an ARF family member, NNU_003220-RA.

We performed conservation analysis for the TAS3 loci and their derived tasiRNAs to show their relations to TAS3 genes in other species as shown in Figure S3. The identified TAS3a and TAS3b have a close relation, but TAS3c is far from the cluster of TAS3a and TAS3b (Figure S3a), which is in accordance with the unique features of TAS3c discussed above. TAS3c derived tasiRNA is also distant from TAS3a and TAS3b derived tasiRNAs (Figure S3b and S3c).

### Discovery of TAS4 locus

As shown in Figure 4a and b, one 21 nt PHAS locus (sf_39_1) has a typical miR828 complementary site of TAS4 [19] at the 5′ side of the phased region. 

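On sf_39_1 a site with 0 mismatches to miR828a lay from 2038679 to 2038700. The first 399 nt of the locus, from 2038471 to 2038869, held 57459 reads of 18 to 29 nt in both libraries, of which 29848 were 21 nt (no replicates). In the register set by cleavage at the miR828 site there were 4747 reads (15.90%; 95% Wilson confidence interval 15.49 to 16.32), which ranked 2 among the 21 registers. The largest register, at an offset of 1 nt from it, held 24.13%. The phase score of the locus was 12.9, with 11 of 169 occupied positions in phase, against a 95th percentile of 14.4 over redrawn positions (position permutation p = 0.119, adjusted p = 0.338). The redraws depend on the setting here. Without the most abundant sequence the score was 13.7 against a 95th percentile of 11.5 (position permutation p = 0.014, adjusted p = 0.126). With at least 10 reads per sequence it was 10.1 against 9.79 (position permutation p = 0.046, adjusted p = 0.296), and with the number of phased unique siRNAs as the statistic the permutation p was 0.201. With 22 nt reads in registers of 22 nt the score was 7.69. The paper takes the miR828 site at the 5′ side of the phased region as typical of TAS4.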

This locus is annotated as a protein of unknown function, NNU_012673-RA [28], with two exons. Together with these results, conservation analysis suggests that this locus is a conserved TAS4 gene (see Figure S4a). 

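Table S2 lists 17 phasiRNAs of sf_39_1, 6 on the plus and 11 on the minus strand, with 4164 reads in flower and 3201 in leaf (no replicates). They include sf_39_1_siR16, from 2038965 to 2038985, with 70 reads in flower and 58 in leaf (24.1 and 31.3 RPTM). In Table S3 as given, 10 of the phasiRNAs of this locus, with 6937 reads over both libraries, are listed on NNU_012673-RA itself. The annotation of the exons was not in the files analysed here. The paper infers from phased and other siRNAs past the second exon that the transcribed region extends beyond it.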

The transcription region of this locus is longer than the exon regions of NNU_012673-RA because there are some phased and non-phased siRNAs beyond the 3′ end of the second exon of NNU_012673-RA, as shown in Figure 4a and c. 

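The phasiRNA sf_39_1_siR4, UGAAGGUACGAGGCUGAGGUC, lies on the minus strand from 2038753 to 2038773. It had 3253 reads in flower and 2516 in leaf, or 1119 and 1360 RPTM (no replicates). The log2 ratio of leaf to flower was 0.281 (Fisher's exact test, p = 3.24e-13, adjusted p = 1.45e-11 over the 224 phasiRNAs), which is less than the 2-fold difference set as the threshold. It made up 78.3% of the reads of the 17 phasiRNAs of its locus.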

One of the siRNAs, sf_39_1_siR4, derived from sf_39_1 is highly conserved to TAS4-siR81(−) reported in *Arabidopsis thaliana* [19] and other species [31] (see Figure S4b and S4c). Thus, it is named as TAS4-siR81(−) too. It is interesting that this locus also produces phased 24 nt siRNAs as shown in Figure 4b and d. 

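The TAS4 locus held 13698 reads of 24 nt among 57459 reads of all sizes (23.84%; 95% Wilson confidence interval 23.49 to 24.19), 8568 in flower and 5130 in leaf (no replicates). By comparison the 24 nt class made up 7.13% of the reads at TAS3a, 1.90% at TAS3b and 17.71% at TAS3c. In RPTM the 24 nt reads of the TAS4 locus came to 2948 in flower and 2772 in leaf, a log2 ratio of −0.0886, and its 21 nt reads to 6084 and 6572, a log2 ratio of 0.111. Of the 24 nt reads 87.8% were on the plus strand, against 47.3% of the 21 nt reads. On scaffold_39_1, the 24 nt locus of the same region, the phase score was 7.76 with 7 of 100 occupied positions in phase, and redrawn positions gave a median of 7.67 and a 95th percentile of 12.5 (position permutation p = 0.475, adjusted p = 0.787). As unique sequences, 22.43% of those on the TAS4 locus were 21 nt and 17.97% were 24 nt.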

This suggests that TAS4 transcripts of sacred lotus can be processed by both DCL4 and DCL5 (also named as DCL3b) [8], [12], [13] to produce both 21 nt and 24 nt phasiRNAs, respectively.

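Table S2 lists 7 phasiRNAs of 24 nt from this locus, 3 on the plus and 4 on the minus strand, with 2204 reads in flower and 1477 in leaf (758 and 798 RPTM, no replicates). Of these reads 95.8% belong to PHAS_scaffold_39_1_siR4, with 2099 reads in flower and 1428 in leaf. The 17 phasiRNAs of 21 nt had 4164 and 3201 reads. The 24 nt locus reached no phase score of 10 in the main setting. Across the 57 loci of 24 nt, keeping sequences with a single read raised the number at a score of 10 from 1 to 12. From phased siRNAs of both sizes, the paper proposes that DCL4 and DCL5 both process TAS4 transcripts.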

**Figure 4:**
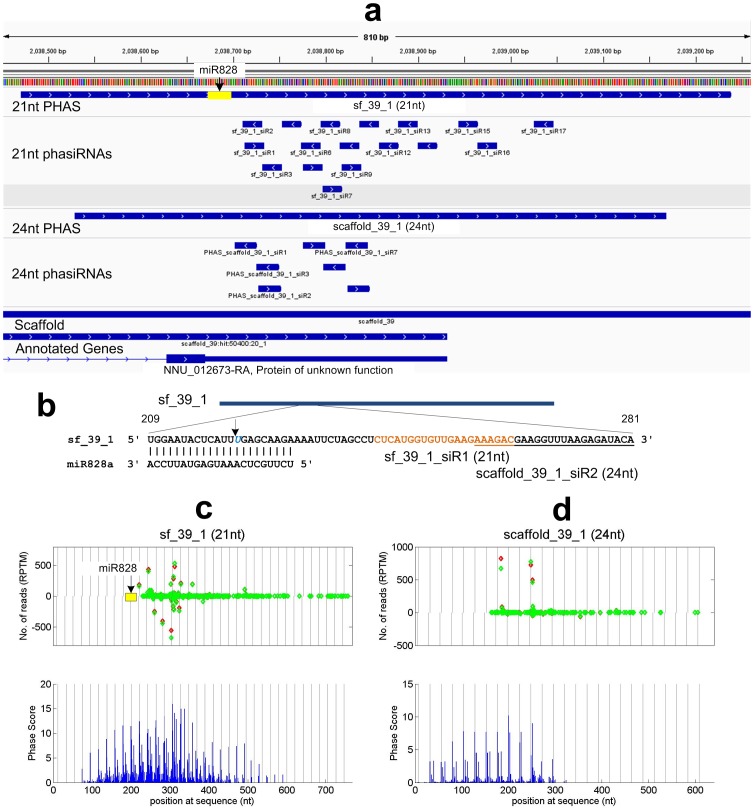
Putative TAS4 (sf_39_1, NNU_012673-RA) derives both 21 nt and 24 nt phasiRNAs. (a) The schematic view of the predicted 21 nt and 24 nt putative TAS4 and its derived phasiRNAs, as well as annotated genes. (b) The miR828 site on putative TAS4 (sf_39_1). The yellow and underlined region represent the 21 nt and 24 nt that are nearest to the miR828 site. The position pointed by an arrow is the expected phase start position that is triggered by miR828. (c) and (d) The read distribution and phase score of the 21 nt and 24 nt PHAS loci predicted. The legend are the same as those in Figure 2. The distances between vertical gray lines in Part c and d are 21 nt and 24 nt, respectively.

**Figure 5:**
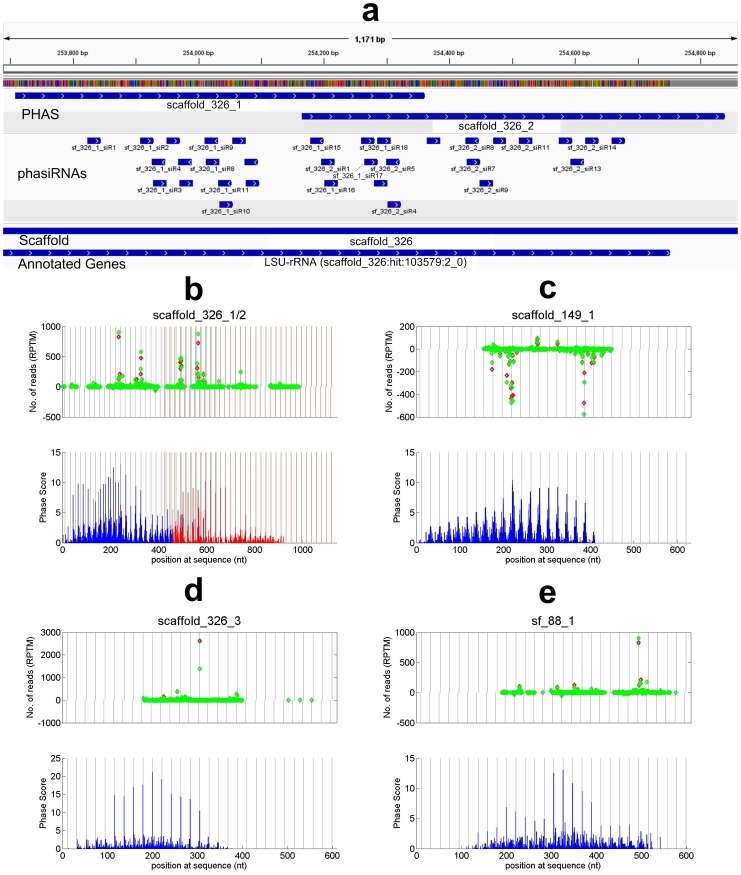
Some LSU-rRNA loci that generate putative phasiRNAs. (a) A schematic view of phasiRNAs, and annotated genes around two predicted PHAS loci scaffold_326_1 and scaffold_326_2. (b) to (e) The read distributions and phase scores of scaffold_326_1/2, scaffold_149_1, scaffold_326_3 and sf_88_1, respectively. The legend are the same as those in Figure 2. In the lower panel of Part b, the blue and red bars represent the phase scores of scaffold_326_1 and scaffold_326_2, respectively.

### LSU-rRNA derived 21 nt phased siRNAs

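The LSU-rRNA loci of Table 1 held 1288174 reads of 18 to 29 nt in both libraries (5 loci, no replicates). In this total and its shares a sequence that matched more than 1 of these loci was counted once. Read numbers of single loci count it at each. Of the 1288174 reads, 22.66% were 21 nt (95% Wilson confidence interval 22.59 to 22.73), 16.28% were 22 nt and 14.12% were 24 nt. Reads of 21 nt in flower and leaf numbered 37442 and 26300 at scaffold_149_1, 48369 and 32583 at scaffold_326_1, 48468 and 34113 at scaffold_326_2, 71176 and 31335 at scaffold_326_3, and 11275 and 7448 at sf_88_1. The share of reads of all sizes on the more abundant strand was lowest at sf_88_1 with 92.9% (92.7 to 93.0) and highest at scaffold_326_2 with 98.6% (98.56 to 98.63). The 21 nt class was the largest size class at 4 of the 5 loci, and at scaffold_149_1 the 24 nt class was the largest with 22.17%. Without the most abundant sequence of each locus the share of 21 nt was 17.87%, and 21 nt was the largest class at 2 of the 5 loci. As unique sequences the share was 12.07%, and 21 nt was the largest class at 5.

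**Figure D2:**
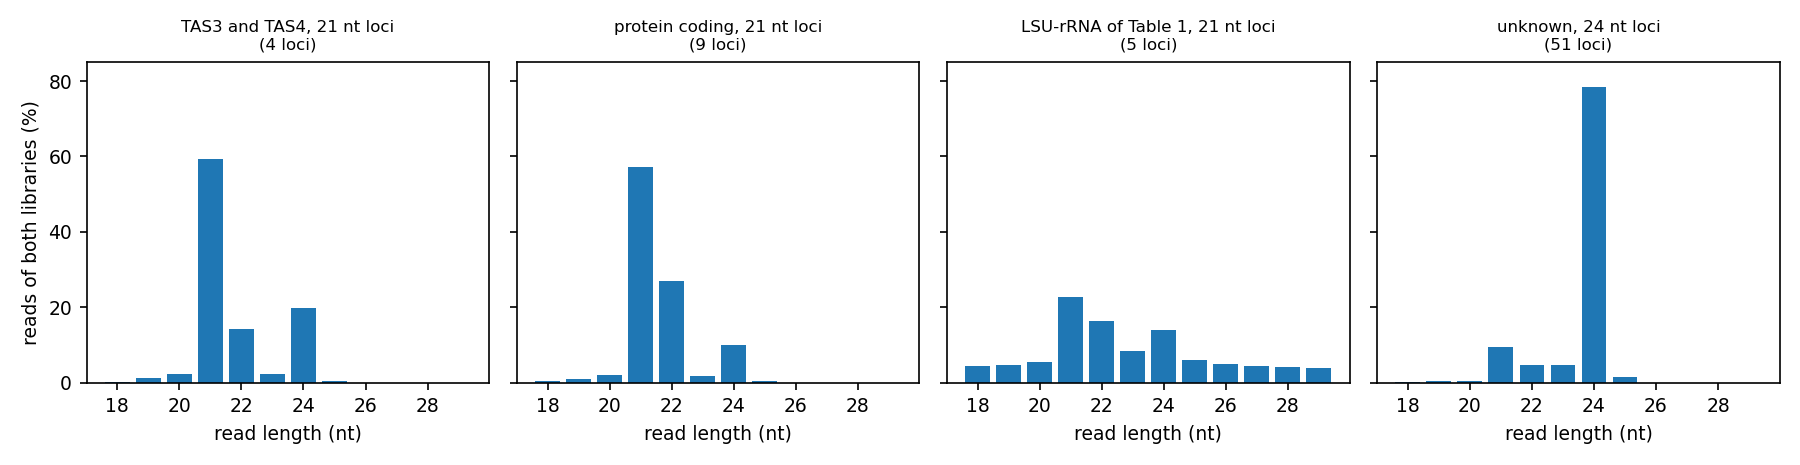
Share of the reads of both libraries (vertical axis, percent) by read length (horizontal axis, nt) on 4 TAS3 and TAS4 loci, 9 loci on protein coding genes, the 5 LSU-rRNA loci of Table 1 and 51 loci of 24 nt without annotation. The 21 nt class holds 59.2%, 57.3% and 22.7% in the first 3 groups, and the 24 nt class holds 78.4% in the last.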

Five 21 nt PHAS loci are annotated as LSU-rRNA (Table 1) and two of them overlap with each other (Figure 5a and b). It was observed that rRNAs could generate small RNAs [39]–[41] which is dependent on two RNA-dependent RNA polymerases, RDR2 and RDR6, and DCL2/3/4 [40]. Since phasiRNA biogenesis also requires RDR6 and DCL4 [8], the pathways for generating small RNAs from PHAS and rRNA loci share some key protein components with each other. Our results suggest that some LSU-rRNAs are processed through the phasiRNA biogenesis pathway to produce 21 nt phasiRNAs.

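Phase scores at 21 nt were 8.25 at scaffold_149_1, 17.0 at scaffold_326_1, 13.4 at scaffold_326_2, 33.5 at scaffold_326_3 and 5.97 at sf_88_1 (both libraries together, no replicates). Of the phasiRNA reads of Table S2, 5.73% at sf_88_1 and from 72.7% to 98.4% at the other loci belong to phasiRNAs within the 399 nt scored, so the values for sf_88_1 leave out most of them. Redrawing the siRNA positions gave scores as high in many redraws at all of these loci (position permutation p = 0.997, 0.438, 0.245, 0.267 and 0.989). The same score was computed with reads of 20, 22, 23 and 24 nt in registers of their own length. At scaffold_326_3 it was 17.7 with 20 nt and 21.5 with 22 nt, and at scaffold_326_2 it was 5.23 and 8.05, below the 21 nt score in both cases. At scaffold_326_1 the 22 nt score was 18.4, at scaffold_149_1 it was 9.35, and at sf_88_1 the 20 nt score was 9.29, each at least as high as the 21 nt score. With 23 nt reads the score was above the 21 nt score at scaffold_149_1 (17.6) and sf_88_1 (7.43), and below it at the other loci. With 24 nt reads it was above only at scaffold_149_1 (12.4). Without the most abundant sequence the 21 nt score of scaffold_326_3 moved most, from 33.5 to 11.4 (position permutation p = 0.57). At that locus the most abundant sequence held 59.4% of the 21 nt reads. The paper's argument is that rRNA-derived small RNAs and phasiRNAs share RDR6 and DCL4, and it proposes from the phased siRNAs that some LSU-rRNAs enter the phasiRNA pathway.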

### 24 nt PHAS loci

We identified 7 PHAS loci that generate 24 nt long phasiRNAs using a phase score threshold of 10 (

, see Figure S1b), as shown in Table 1 and Figure 6. 

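Of the 57 loci of 24 nt in Table S1 as given, 7 are listed with a phase score of at least 10 and 50 with a score from 5 to 10. On the 399 nt given for each locus, 1 of the 57 reached a score of at least 10 with a P-value under 0.05, and 2 reached the score alone (both libraries together, no replicates). Among the loci of Table 1 the scores were 8.89 at scaffold_24_1, 8.86 at scaffold_287_1 and 7.76 at scaffold_39_1, where the phasiRNAs within the sequence given hold from 93.1% to 100% of the phasiRNA reads. At scaffold_42_1 and scaffold_5_1, where they hold 25.8% and 4.97%, the scores were 0.419 and 3.44. The sequence given for scaffold_88_1 ends 214 nt and that for scaffold_252_1 ends 101 nt ahead of the region in Table 1. These 2 regions could therefore not be scored. The sequences given for these 2 loci still count among the 57, and neither reached a score of 5. Reads of 24 nt on the 399 nt in flower and leaf numbered 2666 and 1678 at scaffold_24_1, 1501 and 949 at scaffold_287_1, 1163 and 618 at scaffold_42_1, and 511 and 308 at scaffold_5_1. The phasiRNAs of Table S2 had 1370 and 822 reads at scaffold_88_1 and 445 and 260 at scaffold_252_1. The number of loci at a score of 10 moved most when sequences with a single read were kept, to 12.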

Fifty two additional 24 nt PHAS loci are predicted when using 5 as the threshold of phase score (

, see Figure S1b) as listed in Table S1. 

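The 57 loci of 24 nt given in Table S1 include 30 loci in 11 clusters. A phase score of at least 5 with a P-value under 0.05 was reached at 20 of the 57 loci on the 399 nt given for each, and at 36 when sequences with a single read were kept. With at least 10 reads asked of each sequence, 4 loci reached it.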

The 24 nt PHAS loci form 11 PHAS clusters as shown in Table S1. Similarly, we also aligned the 24 nt PHAS to the NCBI nr/nt database and the TIGR Plant Repeat database to obtain putative annotation of these PHAS loci (details are given in Table S1). As shown in Figure 1b, an overwhelming portion, 88%, of 24 nt PHAS is unknown genes or elements because they have no matches to the known genes and known repeat elements. 

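Of the 57 loci of 24 nt given in Table S1, 51 (89.5%) had no annotation. They held 133393 reads of 18 to 29 nt, of which 78.42% were 24 nt (95% Wilson confidence interval 78.20 to 78.64) and 9.62% were 21 nt, and the 24 nt class was the largest at all 51 loci. The share of reads on the more abundant strand had a median of 75.3% and ran from 50.08% at PHAS_scaffold_942_1 to 99.92% at PHAS_scaffold_20_1. As unique sequences, 49.34% were 24 nt. The phase score exceeded redrawn positions at 5 of the 51 loci before adjustment and at 0 after it (position permutation test, median p = 0.429).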

Compared to 21 nt PHAS, more researches are needed to clarify these PHAS with unclear annotation. Five (8%) 24 nt PHAS are matched to rRNA or repeats. 

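The loci of 24 nt annotated as rRNA or repeats were 4 of the 57 given in Table S1 (7.0%). They held 501307 reads, of which 15.87% were 24 nt (95% Wilson confidence interval 15.77 to 15.97) and 15.14% were 21 nt. The share of the main strand had a median of 98.6% and ran from 95.05% at PHAS_scaffold_149_1 to 98.80% at PHAS_scaffold_9_2. Without the most abundant sequence of each locus, 12.52% of the reads were 24 nt, and as unique sequences 9.835% were. The locus on a protein coding gene, PHAS_scaffold_230_1, held 8750 reads, of which 63.15% were 24 nt, and 85.73% of its reads were on the main strand.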

One locus, scaffold_39_1, is TAS4 as mentioned above. 

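The sequences of miR390, miR828a, miR828b and miR2118a were compared with both strands of the 399 nt given for each of the 57 loci of 24 nt, with a G:U pair counted as 0.5 mismatches. For miR828a, the site with 0 mismatches from 2038679 to 2038700 also lies within scaffold_39_1, and a second locus had a match with fewer than 6 mismatches. For miR390 the best match over all loci had 5.5 mismatches, and for miR2118a it had 7.5. The sequence of miR2275 was not in the files analysed here. The paper reports from its own search that no significant site starts the 24 nt phasiRNAs.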

Unlike the 21 nt phasiRNAs being initiated by miR828, no significant miRNA complementary sites are predicted to originate 24 nt phasiRNAs at scaffold_39_1, as well as other 24 nt PHAS loci, although existing studies indicate that miR2275 triggers the generation of 24 nt phasiRNAs in rice [12], [13]. Only one 24 nt PHAS is aligned to a hypothetical protein (with an E-value of 

).

**Figure 6:**
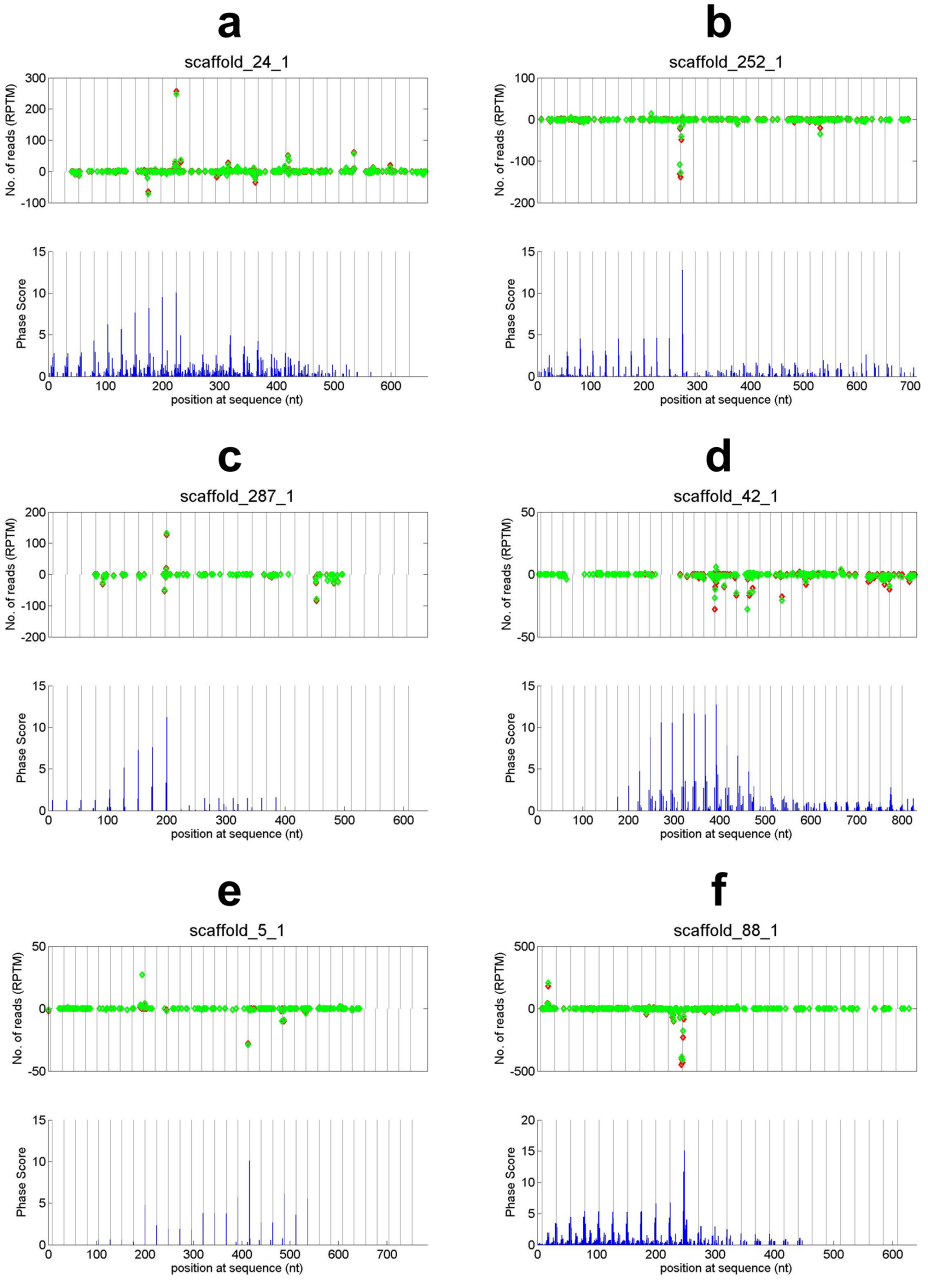
The read distribution and phase scores of some predicted 24 nt PHAS loci. The legend are the same as those in Figure 2 except that the diamonds represent 24 nt reads and the distances between vertical gray lines are 24 nt. (a) scaffold_24_1. (b) scaffold_252_1. (c) scaffold_287_1. (d) scaffold_42_1. (e) scaffold_5_1. (f) scaffold_88_1.

24 nt PHAS loci have mainly been reported in monocots [8], [12], [13]. Together with the 24 nt PHAS loci reported in grapevine [33], our results suggest that dicots may also have 24 nt PHAS loci, although their biogenesis processes are still to be clarified.

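Redrawing the positions of the 24 nt siRNAs on each strand of the 399 nt given left 52 of the 57 loci with a permutation p of 0.05 or more (both libraries together, no replicates). After Benjamini-Hochberg adjustment 0 loci were beyond the redraws (position permutation test), and this number stayed at 0 under every alternative tried for it. Of the loci of Table 1 that could be tested, the permutation p was lowest at scaffold_287_1, where the score of 8.86 was above the 95th percentile of 7.78 (permutation p = 0.03, adjusted p = 0.365). It was 0.235 at scaffold_24_1 and 0.475 at scaffold_39_1 (same permutation test). At scaffold_5_1 and scaffold_42_1 it was 0.343 and 1, but there the sequence given leaves out most of the phasiRNA reads (position permutation test). The regions of scaffold_88_1 and scaffold_252_1 in Table 1 were not tested, since the sequence given ends ahead of them. The sequences given for these loci are among the 57 (position permutation p = 0.429 and 0.893), but bear on neither region. Over all 57 loci the lowest was at PHAS_scaffold_20_1 (permutation p = 0.005, adjusted p = 0.285), with a score of 10.3. With the loci reported in grapevine, the paper proposes that dicots may also have 24 nt PHAS loci.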

### 21 nt phasiRNAs and their putative targets

The first sixteen 21 nt PHAS loci (Table 1) totally derived 224 phasiRNAs, as shown in Table S2. 

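All 224 phasiRNAs of 21 nt in Table S2 were found in the deposited counts, with the same read numbers in flower and leaf for all 224. They came from 16 loci and had 101072 reads in flower and 53067 in leaf (no replicates). The number per locus was largest at scaffold_170_1 with 34, followed by 18 each at scaffold_131_1 and scaffold_326_1, and smallest at scaffold_8_1 with 6. The reads over both libraries ranged from 3 to 60895 with a median of 19, and 68 phasiRNAs had fewer than 10. At most loci a single phasiRNA held most of the reads, such as scaffold_10_1_siR4 with 97.4% and scaffold_326_3_siR8 with 96.8% of the reads of their loci.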

The abundance of these phasiRNAs is similar in the flower and leaf small RNA libraries, suggesting that these phasiRNAs have similar functions in these two tissues. 

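Of the 224 phasiRNAs of 21 nt, 0 differed between flower and leaf by more than 2-fold with an adjusted p under 0.05 (Fisher's exact test on the read counts with Benjamini-Hochberg adjustment; 1 library per tissue, no replicates). An adjusted p under 0.05 alone was reached by 9, of which 2 were lower and 7 higher in leaf. The median log2 ratio of leaf to flower was 0.111 over the 213 phasiRNAs found in both libraries, with a standard deviation of 0.757. Of the 156 phasiRNAs with at least 10 reads, 142 were within 2-fold. A further 10 were found only in flower and 1 only in leaf, each with 3 or 4 reads. The sums were 34772 RPTM in flower and 28676 RPTM in leaf. Across phasiRNAs of both lengths, log2(RPTM + 1) in flower and leaf had a Pearson r of 0.977 and a Spearman rho of 0.924 (290 phasiRNAs, permutation p = 1e-05, the smallest that 100000 resamples allow). For the 224 of 21 nt alone the values were 0.978 and 0.931, with the same permutation p of 1e-05. In all 5 such correlations were computed, each with that p, so adjustment leaves it at 1e-05. The phasiRNAs are not independent replicates. The correlation moved most with a pseudocount of 0.1, to a Pearson r of 0.934, and the number of differing phasiRNAs was 1 with a fold threshold of 1.5. From the similar abundance the paper proposes similar functions in both tissues.

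**Figure D3:**
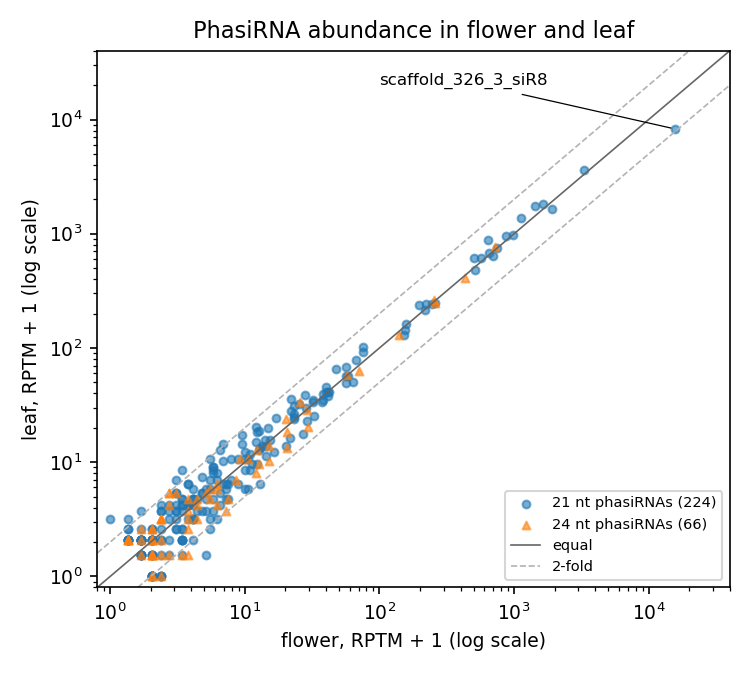
Abundance of the 224 phasiRNAs of 21 nt (circles) and 66 of 24 nt (triangles) in flower (horizontal axis) and leaf (vertical axis), in RPTM plus a pseudocount of 1 on log scales. The dashed lines mark 2-fold differences, and scaffold_326_3_siR8, at 15688 RPTM in flower and 8265 RPTM in leaf, lies just inside the lower one.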

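With the RPTM of Table S2, 17 phasiRNAs of 21 nt were above 100 RPTM in both libraries. Ranked by the size of the log2 ratio of leaf to flower, the first was scaffold_326_3_siR8 with −0.924 (no replicates). It was followed by scaffold_149_1_siR11 with 0.474 (1842 reads in flower and 1629 in leaf; Fisher's exact test, adjusted p = 9.26e-20) and sf_39_1_siR6 with 0.289 (567 and 441 reads; adjusted p = 0.0428, same Fisher's exact test). The next were scaffold_131_1_siR8 with 0.285 (1464 and 1136 reads; Fisher's exact test, adjusted p = 1.86e-05) and sf_39_1_siR4 with 0.281 (3253 and 2516 reads; Fisher's exact test, adjusted p = 1.45e-11). With RPTM not divided by genomic hits, 23 phasiRNAs were above 100 RPTM and the same 5 led the ranking.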

The most differently expressed phasiRNA with more than 100 RPTM in both libraries is an siRNA derived from an LSU-rRNA (scaffold_326_3), as shown in Figure 5d. 

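The phasiRNA scaffold_326_3_siR8 had 45599 reads in flower and 15296 in leaf (no replicates). As reads per ten-million total reads this was 15688 RPTM in flower and 8265 RPTM in leaf, a log2 ratio of −0.924. The Fisher's exact p was too small to be represented as a number, which reflects sampling noise only. In the edgeR exact test with an assumed biological coefficient of variation of 0.4, p was 0.271. Table S2 gives the paper's RPTM as 2615 and 1378. The setting that moved the ratio most was scaling by the median ratio of the 21 nt phasiRNAs, with −1.04. For all 51 sequences that start with its first 18 nt, 46349 reads in flower and 15585 in leaf, the ratio was −0.921.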

Its abundance has dropped from 2600 RPTM in flower to 1300 RPTM in leaf. It needs further investigation to clarify whether such differential abundance has any significance or not.

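In the part of Table S3 that is given, 27 phasiRNAs of 21 nt are listed on the transcript of their own locus. They are 10 phasiRNAs of sf_39_1 on NNU_012673-RA with 6937 reads over both libraries, 6 of scaffold_107_1 on NNU_020020-RA with 2617 reads, and 5 of scaffold_131_1 on NNU_021230-RA with 150 reads (no replicates). The remaining ones are 3 of scaffold_8_1 on NNU_004711-RA with 34 reads and 3 of scaffold_90_1 on NNU_018790-RA with 47 reads. The table as given holds 1752 rows for 21 nt phasiRNAs, with 0 to 3 mismatches, and leaves out 12614.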

Several phasiRNAs have perfect alignments to the transcripts on their antisense strands, which are regarded as *cis*-targets. Targets from other loci are regarded as *trans*-targets. Some of the *trans*-targets with the least numbers of mismatches in their complementary sites are listed in Table 2 except the well-known ARF family members targeted by TAS3 derived siRNAs (which have been shown in Figure 3f). 

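The phasiRNA sf_39_1_siR4 had 3253 reads in flower and 2516 in leaf (no replicates). Table S3 as given lists it on NNU_018790-RA, with 0 mismatches as the paper's value. The transcript itself was not in the files analysed here. The best match to sf_39_1_siR4 on the 399 nt given for scaffold_90_1, the PHAS locus on NNU_018790, had 9 mismatches, from 1886224 to 1886244. The paper lists this MYB transcription factor as a predicted target of the phasiRNA, and later describes the targeting as potential.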

As shown in Table 1 and Figures S4b/S4c, a conserved TAS4 derived phasiRNA (sf_39_1_siR4 or TAS4-siR81(−)) targets an MYB transcription factor (NNU_018790). 

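In the rows of Table S3 that are given, phasiRNAs of sf_39_1 are listed on 3 MYB genes, all of them for sf_39_1_siR4, which had 3253 reads in flower and 2516 in leaf (no replicates). The paper's mismatches are 0 for NNU_018790-RA, 2.5 for NNU_018792-RA and 3 for NNU_018789-RA.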

And in Table S3, sf_39_1 derived phasiRNAs target five other MYB transcription factors, two of which are targeted by sf_39_1_siR4. In comparison, MYB transcription factors are also targeted by TAS4 derived siRNAs in Arabidopsis [19], [26], [27], [42]. PhasiRNAs derived from putative NB-LRR genes scaffold_170_1 and scaffold_87_1 potentially target as many as 49 and 44 different members of the NB-LRR disease resistance protein family (see Table 2 and Table S3), respectively. 

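The 34 phasiRNAs of scaffold_170_1 had 2709 reads in flower and 1903 in leaf, and the 8 of scaffold_87_1 had 82 and 45 (no replicates). In the rows of Table S3 that are given, they are listed on 26 and 25 genes annotated as disease resistance proteins. Of the pairs in Table 2, scaffold_170_1_siR27 (108 reads in flower, 72 in leaf) matched the 399 nt given for scaffold_131_1, the locus on NNU_021230, with 1 mismatch from 70436 to 70456, ahead of the region in Table 1. For scaffold_170_1_siR16 (1 read in flower, 3 in leaf) the best match on the 399 nt given for scaffold_131_1 had 8 mismatches. On scaffold_8_1, the locus on NNU_004711, it had 1 mismatch from 9281176 to 9281196.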

PhasiRNAs derived from another putative NB-LRR gene (NNU_004711-RA), scaffold_8_1, only has one putative *trans*-target in the NB-LRR disease resistance protein family (NNU_025710-RA). 

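The 6 phasiRNAs of scaffold_8_1 had 24 reads in flower and 23 in leaf, or 8.26 and 12.4 RPTM (no replicates). In the rows of Table S3 that are given, they are listed on 42 targets, of which 1 is NNU_004711-RA itself. Of the other 41, 0 are annotated as disease resistance proteins. The most abundant, scaffold_8_1_siR2, had 15 reads in flower and 13 in leaf.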

Similarly, phasiRNAs derived from a putative MYB gene (scaffold_90_1) potentially target 9 other MYB family members in *trans* (see Table S3). 

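The 7 phasiRNAs of scaffold_90_1 had 111 reads in flower and 85 in leaf, or 38.2 and 45.9 RPTM (no replicates). In the rows of Table S3 that are given, they are listed on 58 targets, of which 1 is NNU_018790-RA itself. Of the other 57, 4 are annotated as MYB genes. The most abundant, scaffold_90_1_siR6, had 64 reads in flower and 56 in leaf, 61.2% of the reads of the locus's phasiRNAs.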

These results are consistent with those reported in other species [8], [21], [26], and similar to siRNAs derived from PPR genes [11], [43].

**Table 2:** Some predicted targets of phasiRNAs derived from the predicted PHAS loci.

PhasiRNA	Target ID	M.	Target Description
*21 nt*			
sf_39_1_siR4	NNU_018790	0	Similar to MYB90 Transcription factor MYB90
sf_8_2_siR11	NNU_017525	1	Protein of unknown function
sf_8_2_siR13	NNU_017525	1	Protein of unknown function
sf_8_2_siR11	NNU_022433	1	Protein of unknown function
sf_170_1_siR16	NNU_021230	1	Similar to RGA3 Putative disease resistance protein RGA3
sf_170_1_siR27	NNU_021230	1	Similar to RGA3 Putative disease resistance protein RGA3
sf_87_1_siR3	NNU_025043	1	Similar to RGA4 Putative disease resistance protein RGA4
sf_8_2_siR11	NNU_020674	1	Similar to At4g18490 Uncharacterized protein
sf_170_1_siR16	NNU_004711	1	Similar to RPPL1 Putative disease resistance
sf_90_1_siR5	NNU_018789	1	Similar to MYB114 Transcription factor MYB114
sf_90_1_siR4	NNU_018789	1	Similar to MYB114 Transcription factor MYB114
sf_107_1_siR3	NNU_023201	1.5	Protein of unknown function
sf_8_2_siR14	NNU_022433	1.5	Protein of unknown function
sf_87_1_siR3	NNU_018068	1.5	Similar to RPPL1 Putative disease resistance
sf_170_1_siR6	NNU_021731	1.5	Similar to ABCG15 ABC transporter G family member 15
sf_170_1_siR17	NNU_000750	1.5	Similar to At5g15080 Probable receptor-like protein kinase
sf_107_1_siR1	NNU_006211	1.5	Similar to EX1 Protein EXECUTER 1, chloroplastic
sf_170_1_siR27	NNU_002459	1.5	Similar to RGA4 Putative disease resistance protein RGA4
sf_87_1_siR3	NNU_002459	1.5	Similar to RGA4 Putative disease resistance protein RGA4
sf_107_1_siR1	NNU_005527	1.5	Similar to At3g12360 Ankyrin repeat-containing protein
sf_87_1_siR3	NNU_018017	1.5	Similar to RPPL1 Putative disease resistance
sf_170_1_siR25	NNU_012692	1.5	Similar to RGA3 Putative disease resistance protein RGA3
sf_90_1_siR4	NNU_018784	1.5	Protein of unknown function
sf_8_2_siR11	NNU_004714	1.5	Protein of unknown function
sf_90_1_siR5	NNU_018786	1.5	Similar to MYB90 Transcription factor MYB90
sf_90_1_siR4	NNU_018786	1.5	Similar to MYB90 Transcription factor MYB90
sf_8_1_siR6	NNU_007200	1.5	Similar to At4g15470 BI1-like protein
sf_106_1_siR10	NNU_011742	1.5	Similar to GATA18 GATA transcription factor 18
sf_39_1_siR8	NNU_008226	1.5	Similar to SLC4A1AP Kanadaptin (Homo sapiens)
sf_10_1_siR10	NNU_014786	1.5	Similar to UBP22 Ubiquitin carboxyl-terminal hydrolase 22
sf_8_2_siR13	NNU_004714	1.5	Protein of unknown function
*24 nt*			
sfd_88_1_siR7	NNU_012891	2.0	Similar to slr0992 Putative tRNA methyltransferase
sfd_5_1_siR8	NNU_013967	2.0	Similar to PDR12 Pleiotropic drug resistance protein 12
sfd_24_1_siR3	NNU_016850	2.5	Similar to DNAJB13 DnaJ homolog subfamily B member 13
sfd_88_1_siR6	NNU_012697	2.5	Similar to At1g68650 GDT1-like protein 5
sfd_5_1_siR8	NNU_016474	2.5	Similar to TIFY6B Protein TIFY 6B
sfd_39_1_siR3	NNU_003001	2.5	Similar to MYB315 Myb-related protein 315
sfd_88_1_siR7	NNU_010637	2.5	Similar to ABP19A Auxin-binding protein ABP19a
sfd_88_1_siR7	NNU_011269	2.5	Protein of unknown function
sfd_88_1_siR7	NNU_005826	2.5	Protein of unknown function
sfd_39_1_siR3	NNU_017703	2.5	Similar to arfA ADP-ribosylation factor 1
sfd_88_1_siR8	NNU_007725	2.5	Similar to WRKY33 Probable WRKY transcription factor 33
sfd_88_1_siR7	NNU_010742	2.5	Similar to NPR1 Regulatory protein NPR1
sfd_88_1_siR7	NNU_009141	2.5	Similar to TPR2 Topless-related protein 2

The M. column is the number of mismatches of the miRNA complementary sites. The names of the 21 nt and 24 nt phasiRNAs have been abbreviated to start with sf_ and sfd_, respectively.

As shown in Table 2, phasiRNAs from the predicted PHAS loci also target many other genes with or without known functions. The biological relevance of these predicted targets still needs additional studies.

### 24 nt phasiRNAs and their putative targets

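All 66 phasiRNAs of 24 nt in Table S2 were found in the deposited counts with the same read numbers in flower and leaf. They came from 7 loci and had 6551 reads in flower and 4145 in leaf (no replicates). Their reads over both libraries ranged from 3 to 3527 with a median of 14, and 26 had fewer than 10. The number per locus ran from 6 at scaffold_287_1 to 12 at scaffold_42_1 and scaffold_88_1.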

The seven 24 nt PHAS loci in Table 1 totally generate sixty six 24 nt long phasiRNAs (in Table S2). 

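Of the 66 phasiRNAs of 24 nt, 0 had an adjusted p under 0.05 between flower and leaf (Fisher's exact test with Benjamini-Hochberg adjustment; no replicates). The median log2 ratio of leaf to flower was −0.0267 over the 63 found in both libraries, and 36 of the 40 with at least 10 reads were within 2-fold. The sums were 2254 RPTM in flower and 2240 RPTM in leaf. Across these 66 phasiRNAs log2(RPTM + 1) in flower and leaf had a Pearson r of 0.971 and a Spearman rho of 0.896 (permutation p = 1e-05). Above 100 RPTM in both libraries were 5, and their log2 ratios were −0.128 for PHAS_scaffold_252_1_siR3, 0.0957 for PHAS_scaffold_39_1_siR4, −0.0715 for PHAS_scaffold_88_1_siR5, 0.0615 for PHAS_scaffold_287_1_siR2 and −0.0505 for PHAS_scaffold_24_1_siR3. Every alternative tried left the number of differing phasiRNAs at 0. The paper describes the abundance of these phasiRNAs as similar in both libraries with reference to Table S2.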

Similar to 21 nt phasiRNAs, these 24 nt phasiRNAs have similar abundance in the flower and leaf sequencing libraries (see Table S2). Some of the predicted *trans*-targets of these 24 nt phasiRNAs are given in Table 2 and a full list is given in Table S3. 

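The phasiRNA sfd_39_1_siR3, listed in Table S2 as PHAS_scaffold_39_1_siR3, is UAUCUCUUAAACCUUCGUCUUUCU on the minus strand from 2038726 to 2038749. It had 3 reads in flower and 3 in leaf (1.03 and 1.62 RPTM, no replicates), which is at the floor of 3 reads, so a difference between the tissues was not detectable at this depth. The rows of Table S3 for 24 nt phasiRNAs were not in the files analysed here.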

As shown in Table 2, sfd_39_1_siR3 potentially targets an Myb-related protein 315 (NNU_003001) with only 2.5 mismatches in a 24 nt complementary site. As mentioned earlier, TAS4a-siR81(−) (i.e., sf_39_1_siR4) potentially targets an MYB transcription factor (NNU_018790), which is a conserved mechanism [19], [26], [27], [42]. sfd_39_1_siR3 is 24nt long and 3 nt downstream of TAS4a-siR81(−), which is potentially beneficial to its complementarity to NNU_003001 because the 21 nt sequence immediately downstream of TAS4a-siR81(−) has 5.5 mismatches to the same complementary site on NNU_003001. 

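On the minus strand sf_39_1_siR4 lies from 2038753 to 2038773 and PHAS_scaffold_39_1_siR3 from 2038726 to 2038749, which leaves 3 nt between them. Their 5′ ends are 24 nt apart. The 21 nt sequence had 3253 reads in flower and 2516 in leaf, and the 24 nt sequence had 3 in each (no replicates). The paper reasons that the downstream shift of the 24 nt sequence is potentially beneficial for its match to NNU_003001.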

These results suggest that the potential 24 nt phasiRNAs derived from TAS4a (sf_39_1), as shown in Figure 4, might be produced as alternative small RNA guiders to repress a set of MYB transcription factors other than those repressed by the conserved 21 nt TAS4a-siR81(−). 

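The phasiRNA sfd_88_1_siR7, listed in Table S2 as PHAS_scaffold_88_1_siR7, is CGAGAAGGGGAGGACAAGAGGAAG on the minus strand from 1770287 to 1770310. It had 10 reads in flower and 4 in leaf, or 3.44 and 2.16 RPTM (no replicates). The log2 ratio of leaf to flower was −0.671 with a 95% interval from −2.34 to 1.00 from the read counts, so no difference was detectable at this depth (Fisher's exact test, p = 0.586). The paper takes its number of predicted targets with few mismatches as a sign of biological relevance.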

Another 24 nt phasiRNA sfd_88_1_siR7 has 6 targets with less than 3 mismatches (see Table 2), suggesting it is biologically relevant. However, more studies are necessary to verify whether these 24 nt phasiRNAs are really functional and have *trans*-targets.

## Conclusion

Through genome-wide analysis of two small RNA sequencing libraries, we totally identified 23 putative PHAS loci from Chinese sacred lotus, and 83 additional PHAS loci were further identified with a smaller phase score threshold, including a new putative TAS3 and a putative TAS4 loci. Our results show that the predicted TAS4 loci derives both 21 nt and 24 nt phasiRNAs, suggesting that both DCL4 and DCL5 are involved in the biogenesis of phasiRNAs from TAS4. Several PHAS loci are from NB-LRR and MYB loci, which is consistent with existing results in other species. Existing studies reported that small RNAs are derived from PHAS and rRNA through different pathways with shared protein components, RDR6 and DCL4. In this study, we found that some LSU-rRNA could generate phasiRNAs, suggesting that some rRNAs are processed by the PHAS siRNA biogenesis pathway. However their biogenesis still needs further studies. The identification of 24 nt PHAS loci in Chinese sacred lotus, as well as similar results reported in grapevine [33], suggests that dicots may encode 24 nt PHAS.

## Supporting Information

Figure S1 **The histogram of Phase Scores.** (a) The histogram of Phase Scores of 21 nt PHAS loci. (b) The histogram of Phase Scores of 24 nt PHAS loci. The percentage values above 5 and 10 are percentage of PHAS loci with Phase Scores larger than or equal to 5 and 10, respectively.
(TIF) Click here for additional data file.

Figure S2 **Two PHAS loci, PHAS_sf_173_1 and PHAS_sf_21_1, from putative MYB transcription factors.** (a) - (b) The upper and lower panels show the read distribution and phase scores. The red and green diamonds represent the number of 21 nt reads, vertical axis, that appeared at the position of the PHAS loci, horizontal axis, in the flower and leaf small RNA libraries, respectively. The yellow boxes in the read distribution panel represent the miRNA complementary sites. Sites pointed by miRNAs from above and under zero read line means miRNAs complement to the plus and minus strand of the predicted PHAS loci, respectively. (c) - (d) The miR828b complementary site on PHAS_sf_173_1 and miR828a complementary site on PHAS_sf_21_1, respectively. The italic characters are the expected cleavage sites induced by miR828, i.e., the start positions of the phasiRNAs. The brown regions are phasiRNAs that appear in our sequencing libraries, PHAS_sf_173_1_siR3 (in Part c) and PHAS_sf_21_1_siR8 (in Part d), which are 126 nt (six 21 nt phases) and 21 nt (one 21 nt phase) downstream of the expected cleavage sites induced by miR828, respectively.
(TIF) Click here for additional data file.

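At PHAS_sf_173_1 a site with 0 mismatches to miR828b lay from 496637 to 496658. The register set by cleavage there held 226 of the 670 reads of 21 nt (33.73%; 95% Wilson confidence interval 30.25 to 37.40) in both libraries, the largest of the 21 registers, on 9 of 111 distinct sequences (no replicates). On the 399 nt given for PHAS_sf_21_1 the best match to miR828a had 8.5 mismatches, so the register of the site in Figure S2 was not computed there.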

Figure S3 **The conservation analysis of TAS3 loci and derived tasiRNAs in Chinese sacred lotus and other species.** (a) The phylogenetic tree of TAS3. (b) The phylogenetic tree of TAS3 derived tasiRNAs. (c) The multiple sequence alignment of TAS3 derived tasiRNAs generated with ClustalX (version 2.1) [37]. The sequences of TAS3 loci and derived tasiRNAs were used to construct the phylogenetic trees with the Bootstrap Neighbor-Joining algorithm implemented in ClustalX (version 2.1). Then, the trees were visualized with TreeView [38]. The numbers in the trees are bootstrap values greater than 500 (50%). The lower case letters at the beginnings of the names of TAS3 and tasiRNAs stand for the species, i.e., at (*Arabidopsis thaliana*), bn (*Brassica napus*), cl (*Cunninghamia lanceolata*), cm (*Cucumis melo*), gm (*Glycine max*), lj (*Lotus japonicus*), md (*Malus domestica*), mt (*Medicago truncatula*), nn (*Nelumbo nucifera (Gaertn)*), nt (*Nicotiana tabacum*), oe (*Olea europaea*), os (*Oryza sativa*), ppa (*Physcomitrella patens*), ppe (*Prunus persica*), sl (*Solanum lycopersicum*), ta (*Triticum aestivum*), vv (*Vitis vinifera*), and zm (*Zea mays*). nnTAS3a, nnTAS3b and nnTAS3c are scaffold_106_1, scaffold_65_1, and scaffold_10_1, respectively. The tasiRNAs of TAS3a/b/c in Chinese sacred lotus are given in Figure 3d.
(TIF) Click here for additional data file.

Figure S4 **The conservation analysis of TAS4 loci and derived tasiRNAs in Chinese sacred lotus and other species.** (a) The phylogenetic tree of TAS4. (b) The phylogenetic tree of TAS4 derived tasiRNAs. (c) The multiple sequence alignment of TAS4 derived tasiRNAs. The legend are the same as those of Figure S3. The lower case letters at the beginnings of the names of TAS3 and tasiRNAs stand for the species, i.e., at (*Arabidopsis thaliana*), md (*Malus domestica*), nn (*Nelumbo nucifera (Gaertn)*), ppe (*Prunus persica*), and vv (*Vitis vinifera*). nnTAS4 is sf_39_1 and nnTAS4-siR81(−) is sf_39_1_siR4.
(TIF) Click here for additional data file.

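Table S1 as given holds 45 loci of 21 nt, from 417 to 1374 nt long, and 57 loci of 24 nt, from 479 to 1387 nt long. Of these, 16 and 7 carry names without PHAS_, the names used for a phase score of at least 10. For each locus it lists the number of unique siRNAs and of phased unique siRNAs in the window behind its P-value. The sequence given for each locus is its first 399 nt, which limits what can be scored again from the deposited counts. For the loci of Table 1 it covers from 2.11% to 65.4% of the region listed there for 21 nt, and from 0 to 62.3% for 24 nt.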

Table S1 **The predicted PHAS loci in Chinese sacred lotus.** The loci of ID started with scaffold_ and sf_ are predicted with a phase score threshold of 10, and loci of id started with PHAS_ are predicted with a phase score threshold of 5. The loci from the same PHAS cluster are marked with the same cluster ID in the Cluster column.
(XLSX) Click here for additional data file.

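Table S2 gives, for each phasiRNA, its position, its reads and RPTM in flower and leaf, and its sequence. The reads are those of the deposited counts for 224 of 224 phasiRNAs of 21 nt and 66 of 66 of 24 nt (no replicates). In 3 of the 21 nt sequences a base is written as ambiguous, and the matching sequence with the most reads in flower was taken. The paper's RPTM equals the reads per ten-million total reads for a phasiRNA such as scaffold_107_1_siR10 (1486 reads in flower, 511 RPTM). For others the table's value is a fraction of that, such as sf_39_1_siR4 with 560 RPTM in the table against 1119 RPTM from its 3253 reads in flower.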

Table S2 **The phasiRNAs derived from PHAS with a phase score of ≥10.** The 21 nt and 24 nt phasiRNAs are shown in the first and the second sheet, respectively.
(XLSX) Click here for additional data file.

Table S3 **The predicted targets of phasiRNAs in Chinese sacred lotus.** The targets of 21 nt and 24 nt phasiRNAs are shown in the first and the second sheet, respectively.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

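Small RNAs from the flower and the leaf of sacred lotus were sequenced by the authors, with 1 library per tissue and no replicates. The authors deposited, for each library, every distinct sequence with its raw number of reads, so the values are counts without normalization. Trimming, quality filter and length limits are not recorded with the counts, which cover lengths of 18 to 29 nt. The genome and cDNA sequences were not in the files analysed here. The PHAS loci, phasiRNAs and targets were therefore taken from the paper's supplementary tables as given, with the first 399 nt of each of 45 loci of 21 nt and 57 loci of 24 nt. For 2 loci of 24 nt in Table 1 this sequence ends before the region listed there. For scaffold_131_1 it overlaps that region by 16 nt. The phasing of these regions was therefore not tested, but the sequences given for these loci enter the counts over all loci. At 9 of the 23 loci with phasiRNAs in Table S2 the sequence given leaves out most of the phasiRNA reads.

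The flower library held 29067085 reads and the leaf library 18505940. A floor of 3 reads corresponds to 1.03 and 1.62 reads per ten-million total reads (RPTM), and shares of reads carry Wilson intervals at a confidence level of 95%. Reads were matched perfectly to both strands of each locus sequence. A read that matched several loci was counted at each in the values of single loci, since genomic hit numbers could not be recomputed. Totals and read-length shares over a group of loci counted each sequence once. Sequences needed at least 3 reads over both libraries to enter a phase score. Positions on the minus strand were moved by 2 nt, windows held 10 phases (210 nt for 21 nt and 240 nt for 24 nt), and P-values were hypergeometric tails over both strands. Equation 2 gave the phase score, computed where at least 4 phased unique siRNAs fell in a window. A locus counted when its lowest P-value was under 0.05 and its highest phase score was at least 10 or 5. As a level of comparison, the positions on each strand were redrawn 999 times within the span they cover, with Benjamini-Hochberg adjustment over the loci of the same length.

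The phasiRNAs of Table S2 were compared between flower and leaf as RPTM, not divided by genomic hits. The test was Fisher's exact test on the reads of a phasiRNA against all other reads of its library, adjusted by Benjamini-Hochberg over the phasiRNAs of that length. A phasiRNA counted as differing with an adjusted p under 0.05 and a difference above 2-fold. With 1 library per tissue this test covers sampling noise only. As an alternative, edgeR's exact test was run with an assumed biological coefficient of variation of 0.4. Correlations used log2(RPTM + 1) with 100000 resamples. Matches of miRNAs and phasiRNAs were searched on both strands of the 399 nt, with a G:U pair counted as 0.5 mismatches.

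The text names every locus, phasiRNA, tasiRNA, miRNA and target gene that the paper names, where the files allow. Beyond those it names the 5 phasiRNAs of each length with the largest log2 ratio among those above 100 RPTM in both libraries. It also names the 10 most abundant sequences of each library and the loci with the lowest and highest share of one strand in each category. The results, tests, named items and most alternatives were set before the files arrived. The alternatives changed the minimum reads of a sequence, the library, the form of the P-value, the unit in the phase score, the most abundant sequence, the normalization, the fold threshold, the pseudocount and the counting of unique sequences.

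The phase score was tested on simulated data. Of 100 loci with a planted register 100 were called, each with the planted register, and of 100 without one 0 were called, while 2 had a permutation p under 0.05. Fisher's exact test called 27 of 60 simulated phasiRNAs changed 4-fold, all 18 of those with at least 50 reads, and 1 of 230 unchanged ones. The edgeR test called 0 of the 60, so with 1 library per tissue and the assumed variation it could not have detected a 4-fold change. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and in R 4.3.3 with edgeR 4.0.16. The genome-wide prediction of loci, the phylogenetic trees, the target prediction and the extension of windows were left out, since they need sequences that were not in the files analysed here.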

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

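Reads that end in CTACAGTCCGACGATCGT made up 9.3259% of the flower library (2710777 reads; 95% Wilson confidence interval 9.3154 to 9.3365) and 10.5722% of the leaf library (1956487 reads; 10.5582 to 10.5862). They were flagged because the paper does not report on them and they exceed the floor of 3 reads. They held 17.33% of the 21 nt reads in flower and 17.14% in leaf, and the next most frequent 3′ end over both libraries held 2.64% of the reads. A candidate explanation is that they are the end of the 5′ sequencing adapter. The adapter sequence was written from general knowledge, with the 2 bases seen after it in the reads added, and the prediction was made only after the result was seen. Of the reads with this end, 93.5399% were exact 3′ ends of that 28 nt sequence, in 10 distinct sequences (93.83% in flower and 93.14% in leaf). The test leaves this explanation standing. No biological explanation was tested, since both tissues show the same end. These reads enter the library totals, and without them the log2 ratio of scaffold_326_3_siR8 was −0.9045 against −0.9244, a setting chosen after seeing the values.

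Of the reads of 18 to 29 nt on the LSU-rRNA loci of Table 1, a share of 77.3416% was not 21 nt. They were flagged because the paper's text on these loci describes only 21 nt siRNAs. Table S1 also lists a 24 nt locus, PHAS_scaffold_149_1, from 773160 to 773799, which overlaps scaffold_149_1. Breakdown of rRNA on the sense strand may explain reads of many sizes on these loci. If so, most reads would come from one strand and 21 nt would be no peak of the size distribution. The median share of the main strand was 97.2904%, but 21 nt was the largest size class at 4 of the 5 loci. Without the most abundant sequence of each locus it was the largest at 2 of the 5, with a median main strand share of 97.1905%. Among unique sequences it was the largest at 5. The peak thus depends on the setting, and the pattern cannot be told apart from this explanation. A register could also appear in any read size. At 3 of the 5 loci the score with 20 nt or 22 nt reads reached the 21 nt score, and at the others it did not, so this explanation remains too. The 3 include sf_88_1, where the sequence scored holds 5.7298% of the phasiRNA reads. A single abundant sequence as the source of the score was also tested. Among the LSU-rRNA loci that scored at least 10, the lowest score without the most abundant sequence was 11.3577, above the 10 set in the prediction. That score is of scaffold_326_3, where it was 33.5456 with the sequence, and at scaffold_326_1 it fell from 17.032 to 11.9343. A single sequence therefore carries a large part of the score at these 2 loci, and the test shows only that the scores stay above 10 without it. Without that sequence, redrawn positions gave median scores of 12.9 at scaffold_326_1, 10.4 at scaffold_326_2 and 11.7 at scaffold_326_3. Random positions thus pass 10 as well, so the test could not exclude this explanation. These predictions were made before the result was seen. No biological explanation was tested.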

How the results depend on the processing

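A number of loci or phasiRNAs is taken as the same when it is within 1.5 times the main value. By this margin, of the 63 alternative values of the main results, 36 stayed the same, 26 moved (11 higher, 15 lower), 1 became weaker and 0 reversed. The number of 24 nt phasiRNAs differing between flower and leaf and the number of 24 nt loci beyond redrawn positions stayed at 0 under every alternative. For the 24 nt phasiRNAs a fold threshold of 1.5 could not have changed it, since 0 had an adjusted p under 0.05. The edgeR counts, taken as the same for both lengths, come from a test that could not detect a 4-fold change in simulated data. Values within the margin still changed. With the flower library only, the 21 nt loci at a score of 10 fell from 15 to 10 and those at 5 from 25 to 17. Sequences of at least 1 read raised the latter to 32 and leaving out the most abundant sequence lowered it to 21, and without that sequence 4 loci of 21 nt, against 6, were beyond redrawn positions. The Pearson r between the tissues was 0.934 with a pseudocount of 0.1 and 0.9821 for phasiRNAs with at least 10 reads, against 0.9771, with the same permutation p of 1e-05.

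Among the 21 nt phasiRNAs, 0 differed in the main setting and 1 with the median ratio as normalization, which shifts every log2 ratio down by the median. With a fold threshold of 1.5 it was also 1. The log2 ratio of scaffold_326_3_siR8 stayed at −0.9244 under edgeR with an assumed biological coefficient of variation of 0.4, but its exact p was 0.271. That setting could not detect a 4-fold change in simulated data.

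Keeping sequences with at least 1 read raised the loci with a phase score of at least 10 from 15 to 26 for 21 nt and from 1 to 12 for 24 nt, and the 24 nt loci with a score of at least 5 from 20 to 36. This setting adds positions seen once, which could fall in any register. Asking for at least 10 reads gave 5 and 0 loci at a score of 10, and 14 (against 25) and 4 at a score of 5, as it may remove phased siRNAs of low abundance. With the flower library only, 0 loci of 24 nt reached a score of 10 and 7 a score of 5. With the leaf library only, 6 and 15 loci of 21 nt reached scores of 10 and 5, and 4 of 24 nt reached 5. Each library alone leaves fewer sequences above the minimum of reads. Equation 1 as printed, with one strand, gave 9 and 16 loci of 21 nt. Without the most abundant sequence of each locus, 7 loci of 21 nt and 0 of 24 nt reached 10 and 10 of 24 nt reached 5. The number of 21 nt loci beyond redrawn positions was 3 with the number of phased unique sequences as the statistic, against 6. That statistic ignores the reads, but whether this lowered the number was not tested.

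The following settings were chosen after seeing the data. With windows that run past the end of the sequence given, 38 loci of 21 nt reached a score of 5, and 3 and 32 of 24 nt reached 10 and 5. With a phase score from 3 phased unique sequences as well, the numbers were 41, 3 and 32. Such windows hold fewer positions, but their P-value was still computed over the positions of a full window. It was under 0.05 at 45 of 45 loci of 21 nt and 55 of 57 of 24 nt, against 32 and 43 in the main setting. For 21 nt the P-value thus excluded no locus. By score alone, 38 loci of 21 nt had already reached 5 in the main setting.

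Of the 64 alternative values of the other results, 16 stayed the same and 48 moved (11 higher, 37 lower). The replicate block was not run because each tissue has a single library. The depth limits the comparison of rare phasiRNAs, since 68 of the 224 phasiRNAs of 21 nt and 26 of the 66 of 24 nt had fewer than 10 reads.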

Differences from the paper's values

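For scaffold_326_3_siR8 the paper's abundance is 2600 RPTM in flower and 1300 RPTM in leaf, and the values here were 15687.5036 and 8265.4542 RPTM. None of the alternatives set before the files arrived closed the gap. Divided by the number of genomic hits implied by Table S2, a setting chosen after seeing the values and derived from the paper's own table, they were 2614.5839 and 1377.5757 RPTM.

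For sf_39_1_siR4 on NNU_018790 the paper's number of mismatches is 0, and the best match on the 399 nt of scaffold_90_1 had 9. For scaffold_170_1_siR16 on NNU_021230 the paper's number is 1, and the best match on the 399 nt of scaffold_131_1 had 8. The transcripts were not in the files analysed here, and no alternative was set for these values.

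The paper's number of 21 nt loci with a phase score of at least 5, over the rows of Table S1 given, is 45, against 25 here. With sequences of at least 1 read it was 32, within the margin, and the other alternatives set before the files arrived did not close the gap. With windows that run past the end of the sequence given it was 38, and with a phase score from 3 phased unique sequences as well 41, both chosen after seeing the values. In both, the P-value was under 0.05 at all 45 loci, so it excluded none and these numbers rest on the score alone. For 24 nt the paper's numbers are 7 loci at a score of 10 and 57 at a score of 5, against 1 and 20 here. No alternative closed these gaps. Sequences of at least 1 read gave 12 and 36, and windows past the end of the sequence given, chosen after seeing the values, gave 3 and 32.

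The numbers of unique and phased unique siRNAs compared here are those of the window with the lowest P-value in each setting. This window can differ from the one behind the paper's numbers, so a gap can come from another window. Among the 26 loci of Table 1, the phase score differed at 11 (1 higher and 10 lower here), the number of unique siRNAs at 8 and that of phased unique siRNAs at 2. For each, the alternatives set before the files arrived that are not named left the gap open, where a gap counts as closed when the values are within 1.5 times of each other. Keeping sequences of at least 1 read brought some loci within this margin and moved others out of it. With that setting the phase score differed at 13 loci (9 higher and 4 lower here), the number of unique siRNAs at 20 (19 higher and 1 lower) and that of phased unique siRNAs at 11 (10 higher and 1 lower). At scaffold_106_1 the paper's phase score is 15.6, against 6.38, and sequences of at least 1 read gave 10.9. Its paper's unique siRNAs are 94, against 19, and the same setting gave 76. Its paper's phased unique siRNAs are 9, against 4, and sequences of at least 1 read gave 8 and of at least 10 reads 7. In the main setting the window of its highest score held 92 unique siRNAs, and the most phased unique siRNAs in any window were 9. For PHAS_sf_122_1 the paper's score is 5.55, against 0, and only a phase score from 3 phased unique sequences, chosen after seeing the values, gave 5.44, with or without windows past the end. Sequences of at least 1 read brought the score within the margin at 4 further loci. These were scaffold_131_1 (paper's score 26.1, here 10.1, with that setting 18.4), scaffold_170_1 (paper's 29.2, here 15.0, then 23.2), sf_88_1 (paper's 13, here 5.97, then 9.54) and the 24 nt locus scaffold_5_1 (paper's 10.1, here 3.44, then 8.86). The value of scaffold_131_1 is not that of the locus, since the sequence scored overlaps the region of Table 1 by 16 nt. For scaffold_326_3 the paper's score is 21.2, against 33.5, and sequences of at least 10 reads gave 25.2 and the leaf library only 24.1. No alternative closed the gap at scaffold_87_1 (paper's 13.5, here 1.85) and scaffold_42_1 (paper's 12.7, here 0.419). For scaffold_252_1 (paper's 12.8, here 2.88) and scaffold_88_1 (paper's 15.1, here 3.98) the sequence scored ends before the region of Table 1, so neither the values here nor any alternative bears on the paper's.

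For PHAS_sf_173_1 the paper's unique and phased unique siRNAs are 45 and 7, against 6 and 3 in the window with the lowest P-value. The most phased unique siRNAs in any window of the main setting were 7, so another window accounts for that gap. Without the most abundant sequence the unique and phased unique siRNAs were 45 and 7, and with the leaf library only the phased unique siRNAs were 6. For scaffold_326_1 the paper's unique siRNAs are 170, against 294. Sequences of at least 1 read gave 141, of at least 10 reads 223, flower only 219, leaf only 251 and Equation 1 with one strand 135. For scaffold_326_2 the paper's number is 58, against 103, with 66 at 10 reads or more and 81 in leaf only. For sf_88_1 it is 101, the paper's, against 186, with 83 at 1 read or more, 127 at 10 or more and 71 with Equation 1 as printed. For the 24 nt locus scaffold_287_1 the paper's number is 20, against 32, with 22 in flower only and 17 in leaf only, and 30 with windows past the end, alone or with a score from 3 phased unique sequences, which were chosen after seeing the values. For scaffold_5_1 the paper's number is 7, against 27, with 6 at 10 reads or more. For scaffold_88_1, where the sequence scored ends before the region of Table 1, the paper's number is 96, against 40, with 142 at 1 read or more.

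The paper places miR2118 sites on scaffold_87_1 and miR828 sites on PHAS_sf_21_1 and scaffold_90_1. On the 399 nt given for these loci the best matches had 9, 8.5 and 8 mismatches.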

Other observations

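At 52 of the 57 loci of 24 nt, redrawing the siRNA positions gave a phase score as high as the observed one with a permutation p of 0.05 or more. This is what was predicted, before the result was seen, if dense 24 nt siRNAs fall in register by chance, so chance may account for the phase scores of the 399 nt scored at most of these loci. Loci of 24 nt were not simulated, so how often this test would find a true register there is not known. The test says nothing about the part of each locus beyond the 399 nt, and this sequence makes up a median of 57.9942% of the locus. Among the 7 loci of Table 1 only 3 have most of their phasiRNA reads within it, and 2 were not covered at all, so the scores the paper gives for the others were not tested. No biological explanation was tested.

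Phase scores lower here than in Table S1, with the higher more than 1.5 times the lower, were found at 10 loci of Table 1. A candidate explanation, written only after this result was seen, is that the phased window of the paper lies outside the sequence given. At 9 of the 23 loci with phasiRNAs in Table S2, at most 26.1492% of the phasiRNA reads belong to phasiRNAs within that sequence, and at the other 14 loci at least 72.7001%. The score was lower by this margin at 9 of the 9 and at 0 of the 14 (Fisher's exact test, p = 1.22e-06). The 9 include scaffold_88_1, scaffold_252_1 and scaffold_131_1, whose regions in Table 1 lie wholly or almost wholly outside the sequence by position. A lower score there was no test, so this p overstates the evidence. The explanation therefore remains for these 9 loci, and lower scores there say nothing about phasing outside the sequence given. PHAS_sf_122_1 has no phasiRNAs in Table S2 and was left out of the test.

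The log2 ratio of leaf to flower of scaffold_326_3_siR8 was −0.9244. A library difference in all rRNA-derived sequences, predicted before the result was seen to lower the other phasiRNAs of the LSU-rRNA loci as much, was tested. The median log2 ratio of those 71 phasiRNAs was 0.1259, with 44 higher in leaf, so such a difference did not account for it. With 1 library per tissue, a difference between the tissues cannot be told apart from one between the libraries.

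Abundant sequences were nearly equal in both libraries. Of 3607 sequences with at least 1000 reads, 23 differed more than 2-fold, 8 more than 4-fold and 0 were found in only one library. The standard deviation of their log2 ratio was 0.3708. A pair of technical explanations was tested, with predictions made only after this result was seen. If a single RNA pool had given both libraries and only sampling noise set them apart, the chi-square per sequence would be near 1. It was 1.0144 for sequences of 2 to 4 reads, where sampling noise is large. It was 36.2881 for the 3330 sequences with at least 1000 and fewer than 10000 reads. Sampling noise alone therefore did not account for the differences. Libraries prepared separately from a single pool could also differ by more than sampling noise, so the test does not decide on a single pool. If reads had been carried over between the libraries, no abundant sequence would be rarer than the share carried over. The lowest ratio of flower to leaf for an abundant sequence was 3.2292%, which bounds such a share from leaf into flower, and the lowest of leaf to flower was 21.4827%. At these shares a sequence made in a single tissue would still differ more than 4-fold between the libraries. Only 8 of the 3607 did, which argues against carry-over as the source of the near equality of the others. Carry-over below these shares might still have narrowed smaller differences.

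At TAS3c, 49.0535% of the 21 nt reads were in the register of position 12. A candidate explanation, written only after this result was seen, is that one abundant sequence sets this register. Without that sequence the share was 2.3204%, against 4.0447% in the register of position 10. That sequence was already known to lie in this register with 47.8432% of the 21 nt reads, so leaving it out could not have given another result. The values show only that a single sequence holds most reads of the register. The explanation remains open, and the same would hold if that sequence were a true product of position 12.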
